# Understanding the response to endurance exercise using a systems biology approach: combining blood metabolomics, transcriptomics and miRNomics in horses

**DOI:** 10.1186/s12864-017-3571-3

**Published:** 2017-02-17

**Authors:** Núria Mach, Yuliaxis Ramayo-Caldas, Allison Clark, Marco Moroldo, Céline Robert, Eric Barrey, Jesús Maria López, Laurence Le Moyec

**Keywords:** Endurance exercise, Horse, Metabolome, miRNome, Multiple factor analysis, Regulome, Transcriptome, Systems biology

## Abstract

**Background:**

Endurance exercise in horses requires adaptive processes involving physiological, biochemical, and cognitive-behavioral responses in an attempt to regain homeostasis. We hypothesized that the identification of the relationships between blood metabolome, transcriptome, and miRNome during endurance exercise in horses could provide significant insights into the molecular response to endurance exercise.

For this reason, the serum metabolome and whole-blood transcriptome and miRNome data were obtained from ten horses before and after a 160 km endurance competition.

**Results:**

We obtained a global regulatory network based on 11 unique metabolites, 263 metabolic genes and 5 miRNAs whose expression was significantly altered at T1 (post- endurance competition) relative to T0 (baseline, pre-endurance competition). This network provided new insights into the cross talk between the distinct molecular pathways (e.g. energy and oxygen sensing, oxidative stress, and inflammation) that were not detectable when analyzing single metabolites or transcripts alone. Single metabolites and transcripts were carrying out multiple roles and thus sharing several biochemical pathways.

Using a regulatory impact factor metric analysis, this regulatory network was further confirmed at the transcription factor and miRNA levels.

In an extended cohort of 31 independent animals, multiple factor analysis confirmed the strong associations between lactate, methylene derivatives, miR-21-5p, miR-16-5p, let-7 family and genes that coded proteins involved in metabolic reactions primarily related to energy, ubiquitin proteasome and lipopolysaccharide immune responses after the endurance competition. Multiple factor analysis also identified potential biomarkers at T0 for an increased likelihood for failure to finish an endurance competition.

**Conclusions:**

To the best of our knowledge, the present study is the first to provide a comprehensive and integrated overview of the metabolome, transcriptome, and miRNome co-regulatory networks that may have a key role in regulating the metabolic and immune response to endurance exercise in horses.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s12864-017-3571-3) contains supplementary material, which is available to authorized users.

## Background

Endurance exercise can be defined as cardiovascular exercise —such as running, cross-country skiing, cycling, aerobic exercise or swimming— that is performed for an extended period of time [1, 2]. Endurance athletes expose their bodies to extreme physiological conditions that disrupt homeostasis [2, 3]. The main adaptations to endurance exercise include changes in neuromuscular and contractile functions in muscles [4], correction of electrolyte imbalance [5], decreased glycogen storage [6], increased mitochondrial biogenesis in muscle tissue [7], body temperature regulation, oxidative stress [7], increased intestinal permeability and hypoperfusion, muscle damage, systemic inflammation and immune responses [8]. Additionally, the physical demands during intense exercise can trigger a stress response activating the sympatho-adreno-medullary and hypothalamus-pituitary-adrenal (HPA) axes, which results in the release of corticotrophin-releasing hormone, arginine vasopressin, adrenocorticotropic hormones, glucocorticoids and catecholamines into the circulatory system (reviewed by Clark and Mach [3]).

Horses serve as an optimal in vivo model for characterizing the response to endurance exercise due to their natural aptitude for athletic performance and the homogeneity of their genetic and environmental backgrounds [9]. As described by Capomaccio et al. [9], the effort that an equine athlete exerts during an endurance competition is comparable to that of a human marathoner or ultra marathoner.

Over the past decade, the transcriptional and translational mechanisms of gene regulation that control the responses to endurance exercise have been studied by many authors [8, 10–16]. However, gene and miRNA expression data might only indicate the potential physiological effects because many pathway feedback mechanisms are simply not reflected in gene expression changes [17]. For this reason, metabolomics, which focuses on the final “omic” layer of a biological system, has emerged as a more integrative approach towards the understanding of the biological functions of an organism [18]. It has been recently shown that proton nuclear magnetic resonance (^1^H NMR)-based metabolomic analysis of horse [19, 20] and human [21] serum employing unsupervised statistical methods enabled the detection of certain classes of metabolites such as lactate, amino acids, lipids, nucleic acids, and secondary metabolites whose levels had been modified in response to endurance exercise. Metabolites, such as those previously mentioned, are the result of a continuum of many integrated enzymatic and non-enzymatic steps, which include numerous intermediaries that are regulated by the host genome, epigenome, metagenome, food and drink consumption, drug use and exposure to pollutants.

To date, most studies in the field of metabolomics have failed to fully explain all of the alterations that occur during the metabolic regulatory processes, tissue lesions or organ dysfunctions that athletes face when coping with stress responses during endurance exercise [18, 20, 22–25]. The need for a deeper understanding of how these regulatory metabolic networks function in response to endurance exercise has led to increased efforts to model multiple “omic” dimensions simultaneously. Therefore, we performed an integrated analysis of the blood metabolome, transcriptome and miRNome in horse athletes that participated in an endurance competition. We hypothesized that the identification of the relationships between blood metabolome, transcriptome and miRNome, which are specifically regulated by endurance exercise in horses, could (i) characterize the complex interplay between serum metabolome and whole-blood transcriptome and miRNome data; and (ii) reveal unique biomarkers of reactions to stress during endurance exercise.

## Results

The morphological and physiological parameters of the 41 equine athletes used in the study are summarized in Additional file 1, whereas the biochemical parameters obtained from blood samples collected after the endurance competition are represented in the Additional file 2. All horses showed above-average total bilirubin, creatine kinase, aspartate transaminase, and serum amyloid A concentrations, reflecting hemolysis and muscular membrane permeability or inflammation.

### Endurance competition affected the expression of a large number of genes, miRNAs and metabolites

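The gene layer of the experimental set was available as scanner files of whole-blood RNA for 3 of the paper's 10 horses, numbered 2, 32 and 41 in the sample labels and in the paper's additional files. All 3 were geldings that finished the 160 km competition, and each was measured at T0 (before the competition) and at T1 (after it), which gave 6 arrays. The arrays were Agilent arrays of a single colour with 45220 spots, of which 43803 were not control spots and stood for 43384 probes and 24415 gene names. The authors' scans had been processed by Agilent's Feature Extraction, whose processed signal is an intensity corrected for background and not normalized between arrays. Here, each array's 75th percentile was subtracted from the log2 processed signal, spots marked as outliers were left out, and the probe with the highest mean stood for a gene name. Between 65.8% and 72.9% of the probes were well above background on the T0 arrays (median 67.8%) and between 69.2% and 74.7% on the T1 arrays (median 69.3%). The number of arrays limits the precision. A gene name was tested where it was well above background on at least 3 arrays. T1 was compared with T0 in limma with the horse as a block, because each horse served as its own control, and p-values were adjusted by the method of Benjamini and Hochberg. The arrays of each time point lay on 3 slides and were scanned on 3 days, and no slide or scan day held both arrays of a horse. Symbols came from the array's annotation for 6776 gene names, from the paper's additional files for 1750 and from the reference gene table for 6571, and the other 9318 gene names had none.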

^1^H NMR spectra together with custom equine mRNA and miRNA microarrays were used on an experimental set of ten horses to study the effects that endurance exercise has on the blood metabolome, transcriptome and miRNome. Before delving into multi-layered data sets integration for the analysis of the regulatory network, we assessed the quality and significance of each “omic” layer individually.

A total of 54 metabolic peaks were identified, including several amino acids, energy metabolism-related metabolites, saccharides, and organic osmolytes in the plasma (Fig. 1). Among the 54 metabolic peaks identified, we observed two unassigned compounds at 3.72–3.76 and 3.85–3.88 ppm, respectively (Additional file 3).

**Fig. 1:**
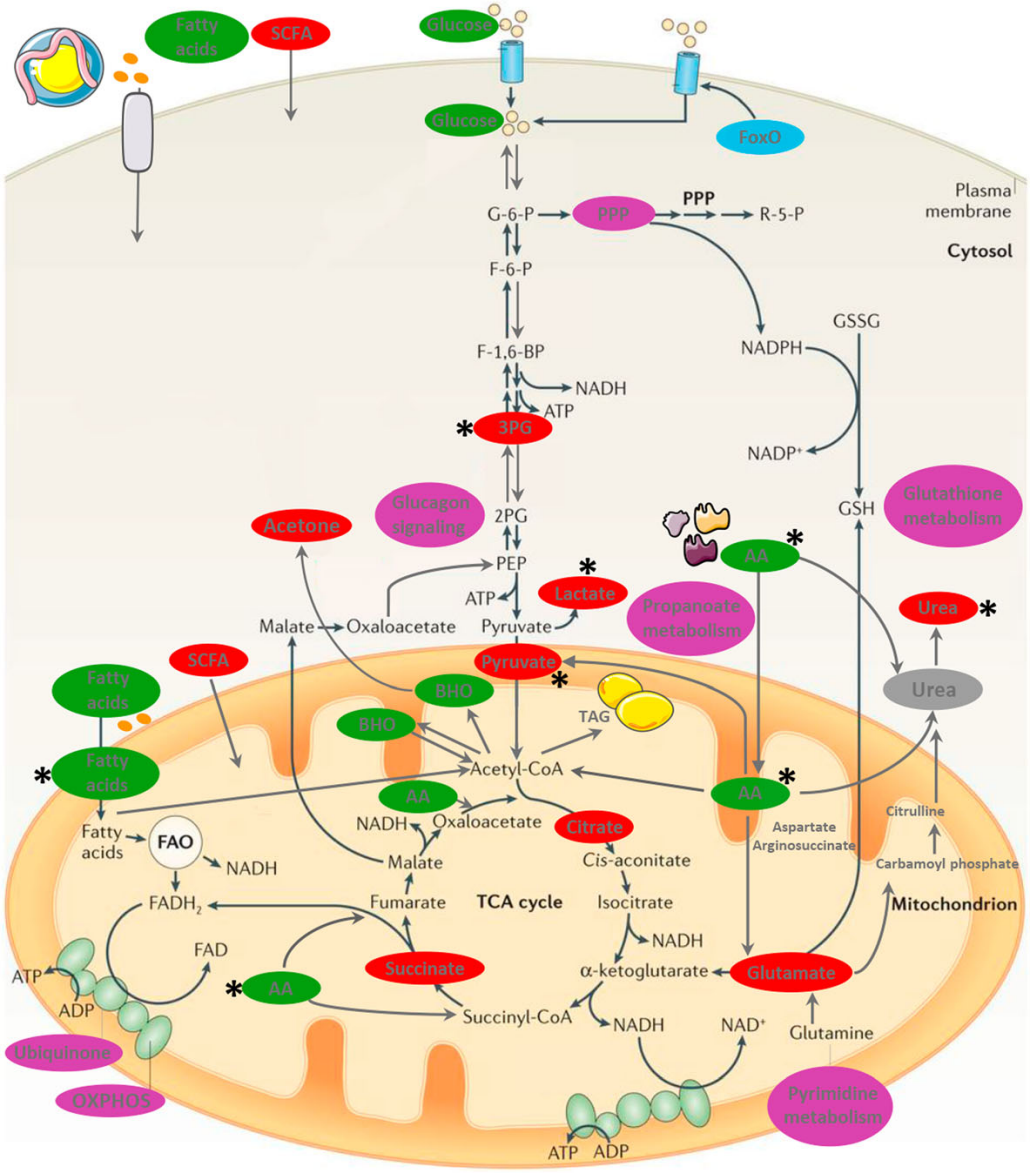
Metabolic regulation in the cell after endurance exercise. Endurance exercise increased the production of pyruvate from anaerobic glycolysis to compensate for ATP production. On one hand, pyruvate was converted into lactate. On the other hand, pyruvate entered in the TCA cycle to produce NADH and semiquinone. The OXPHOS of fatty acids increased, while amino acids were deaminated to fuel the TCA cycle during the endurance competition, which increased the production of ammonia. Because glucose levels become too low during endurance exercise, the keto acid oxaloacetate was preferentially utilized in the process of gluconeogenesis, instead of reacting with acetyl CoA, and diverted to ketone body formation (e.g. acetone). In the figure, the node color intensity indicates the associated expression level: *red* = over-expression at T1 and *green* = under-expression at T1. G-6-P, glucose 6-phosphate; F-6-P, fructose 6-phosphate; F-1, 6-BP, fructose-1,6- bisphosphate; GSH, reduced glutathione; GSSG, oxidized glutathione; PEP, phosphoenolpyruvate; R-5-P, ribose-5-phosphate. *denotes statistical significance at 0.05 level. Figure adapted from Kruiswijk et al. [62] with permission from Nature publishing group (License number: 3902041297601)

The effect exercise had on the serum metabolome was described by multivariate statistical methods. On one hand, the principle component analysis (PCA) significantly discriminated pre and post-endurance competition samples (Monte Carlo test; *p* < 0.05; Additional file 4: Figure S1A). On the other hand, the orthogonal projections to latent structures (OPLS) analysis revealed that a total of 49 metabolites resonances contributed in the discrimination of the pre and post-endurance competition samples (Additional file 4: Figure S1C). Lactate, followed by methylene, N-acetyl moieties, proline, glucose and phosphocholine presented the highest contribution to class separation (Additional file 4: Figure S1C). More precisely, loadings examined on the pre-component basis as line plot emphasized that post-competition samples were characterized by higher excursion of lactate, glycerol, creatine, urea, and aromatic amino acids such as tyrosine, along with negative excursion of methylene, N-acetyl moieties, methylene esters, glucose, and phosphocholine (Additional file 4: Figure S1C).

To ensure the accuracy of the OPLS model (*R* ^2^ = 0.88 and Q^2^ = 0.92), permutations testing and cross validation were used for internal validation of the OPLS model. The explained variance, predictive capability and out-of-bag error of OPLS model remained higher (*R* ^2^ = 0.57 ± 4.07; Q^2^ = 0.94 ± 0.03 and root mean square error of prediction (RMSEP) = 0.30 ± 0.09) than those of the 1,000-permutated models (*R* ^2^ = 0.53 ± 7.04; Q^2^ = 0.16 ± 0.48 and RMSEP = 0.65 ± 0.16) to discriminate pre- and post-endurance competition samples (*p* < 0.001).

The relationship between metabolites and the functional map of the metabolites affected by the endurance exercise are provided in the Additional file 5: Figure S2 and Additional file 6: Figure S3, respectively. Among the most enriched pathways are those involved in glycerolipid metabolism, D-glutamine and D-glutamate metabolism, pyruvate metabolism, tricarboxylic acid (TCA) cycle and amino acids metabolism (Additional file 6: Figure S3).

Afterwards, we focused on the identification of genes and miRNAs whose expression was significantly altered at T1 (post-endurance competition) relative to T0 (baseline, pre- endurance competition), with an adjusted *p*-value < 0.05 after implementing Benjamini and Hochberg correction for multiple testing (Additional file 7). 

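In the 3 experimental horses, 1777 of 17486 gene names tested differed between T1 and T0 at an adjusted p under 0.05 (limma), 1084 over-expressed and 693 under-expressed at T1. Before the adjustment, 5216 gene names had a p under 0.05. Of the 1777 gene names, 1776 changed in the same direction in all 3 horses. This number depended on the horses and on the filter: it was 173 without horse 2, 289 without horse 32 and 2982 without horse 41, where 2 horses remained. It was 46 with no filter on dim probes and 2842 for gene names well above background on every array. The share of over-expressed genes among the calls was 61.0% and fell to 49.5% (1007 over-expressed and 1028 under-expressed) with quantile normalization, to 48.2% (1150 and 1235) with normexp background correction and quantile normalization, and to 47.5% (1063 and 1174) with the deposited series values. Fixed by rule, the 5 gene names with a symbol that rose most and the 5 that fell most were as follows. *FAM47E-STBD1* rose by 7.71 on the log2 scale (SE 0.34, adjusted p = 7.21e-05 in limma) and was well above background on 1 of 3 arrays at T0. *IL22RA2* was well above background on none of the T0 arrays and was at least 146-fold higher at T1, a bound taken against the lowest signal well above background on each dim array or the probe's own signal, whichever was higher. *OLFM4* rose by 6.63 (SE 0.35, adjusted p = 0.00015) and was well above background on 1 of 3 arrays at T0. *IL1R2* rose by 6.33 (SE 0.70, adjusted p = 0.00245), and IL-1RII, another gene name on the array, rose by 6.30. *ADAMDEC1* fell by 5.30 (SE 0.46, adjusted p = 0.0012) and was well above background on 2 of 3 arrays at T1. *MS4A2* was at least 11.0-fold lower at T1, by the same kind of bound. *FCER1A* fell by 3.77, *CD1B2* by a log2 change of -3.75 and *TSPAN8* by a log2 change of -3.47. All of these changed in the same direction in every horse, which the rule required. With normexp background correction, the changes of the genes that were dim at a time point were smaller, with a log2 change of 4.62 for *FAM47E-STBD1*, 3.72 for *OLFM4* and -1.21 for *CD1B2*, and *MS4A2* no longer passed (adjusted p = 0.0532 in limma). The paper's own table of DEGs, held here in part, lists 1997 genes that were higher at T1. Of these, 1996 were tested, all 1996 were higher at T1 in the 3 horses and 866 passed the threshold, with a Pearson r of 0.806 across genes, which are not independent replicates. The 3 horses were among the 10 of the paper's fit and only genes called as rises in that fit were held, so that the agreement in direction follows in part from that choice and is not independent evidence. The array carried 55 of the genes that the paper names, 53 of which could be tested. Over all genes tested 12 of them passed, and 18 passed when adjusted over the list alone (13 over-expressed and 5 under-expressed). The paper chose these genes in part on these samples, so that this count is not independent evidence.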

The application of this threshold led to the identification of 7,678 differentially expressed genes (DEGs), 3,848 of which were over-expressed and 3,830 of which were under-expressed at T1 (relative to T0). We identified 107 miRNAs differentially expressed (DEmiRNAs) when comparing pre- and post- endurance competition samples (Additional file 8). Along with orthologous human-equine DEmiRNAs, we detected 7 equine-specific DEmiRNAs.

### A regulatory network of 11 metabolites, 263 genes, and 5 miRNAs has a key role in controlling the adaptation to endurance exercise

The 49 metabolite resonances that significantly discriminated between pre and post- endurance competition samples, together with the 7,678 DEGs and 107 DEmiRNAs were used to perform a multi-step approach and identify the dynamically co-regulated relationship among metabolites, genes and miRNAs that could not be detected when analyzing only single metabolites or transcripts alone (Additional file 9: Figure S4).

We performed two different complementary statistical approaches (detailed in the Methods section) to identify enriched metabolites with significantly more predictive metabolic genes among the DEGs than among other genes in the transcriptome. The enzyme-encoding genes whose protein products participate in the metabolic reaction of a given metabolite are referred to here as metabolic genes. Next, for each of the metabolic genes, we used the multiMiR package in R to build a comprehensive list of all the putative DEmiRNA regulators.

In particular, we found a total of 11 differentially expressed metabolites (Additional file 10) that were putatively regulated by a total of 263 differentially expressed genes. Interestingly, we discovered that the spatiotemporal expression of those 263 metabolic genes could be extensively regulated at the transcription and post-transcription level through a total of 79 DEmiRNAs. For instance, let-7b-5p, miR-16-5p, miR-21-5p, miR-92a-3p, and miR-192-5p regulated more than ten metabolic genes each (Fig. 2).

**Fig. 2:**
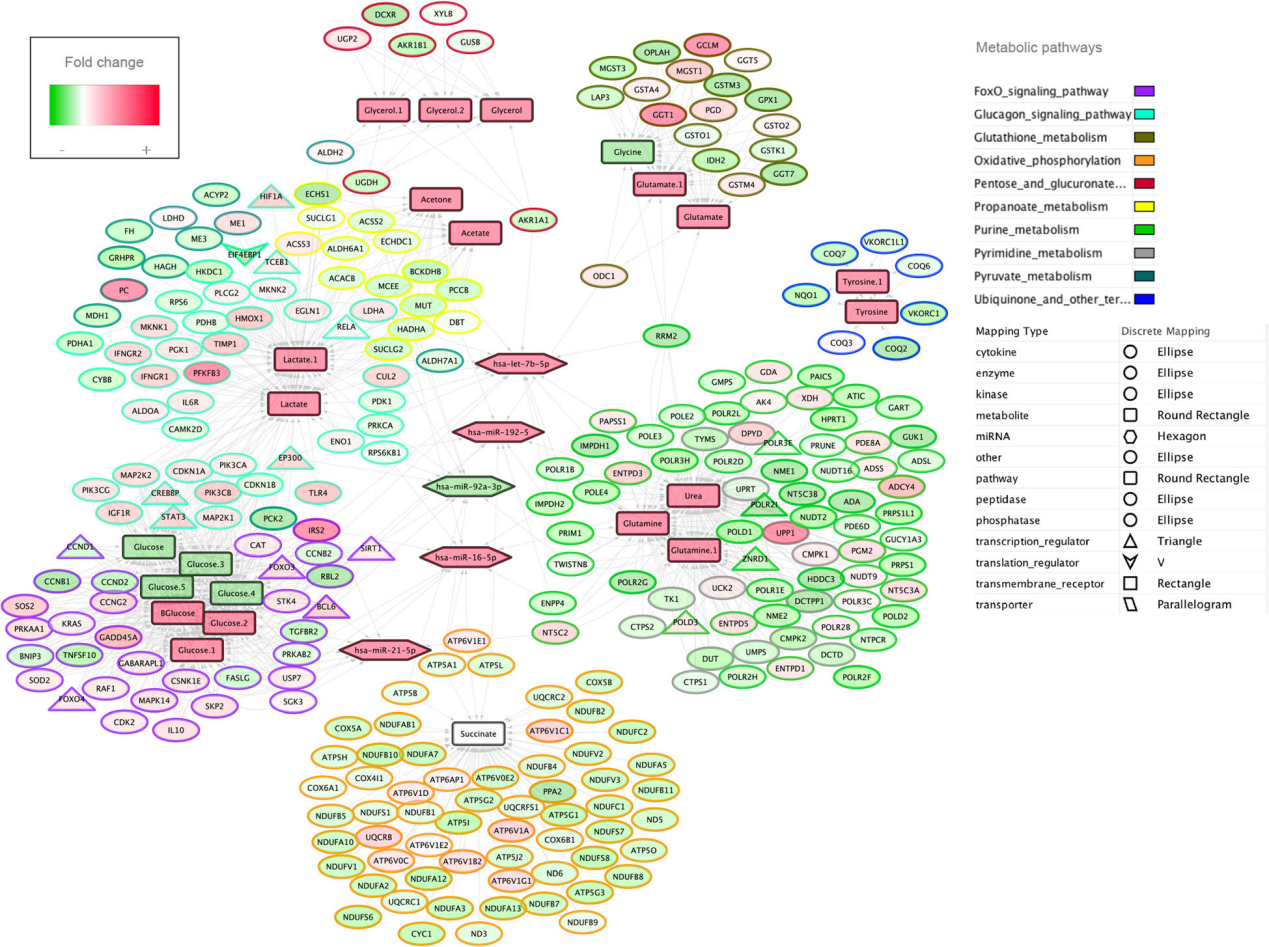
Regulatory network linking metabolites, metabolic genes and miRNAs. We identified a total of 11 unique metabolites, which were associated with a total of 263 unique metabolic target genes and 5 miRNAs. The network is displayed graphically as nodes (genes, TFs and miRNAs) and edges (biological relationships). The node color intensity indicates the expression level of the association: *red* = over-expression at T1 and *green* = under-expression at T1. The node shape indicates whether the node is a TF (*triangles*), a miRNA (*hexagon*), a metabolite (*round rectangle*), membrane receptor (*rectangle*), transporter (parallelogram), or other type of genes (*ellipses*)

Ultimately, we considered a total of 11 enriched metabolites correlated with the expression of 263 metabolic genes and 5 miRNAs during exercise to create the regulatory network (Fig. 2). This regulatory network underlined several well-known biochemical interactions, i.e., the relationships between the decreased glucose concentration after endurance exercise and the metabolic genes whose proteins participate in the Forkhead box protein O (FoxO) and glucagon signaling pathways to induce gluconeogenesis, and the relationship between lactate and metabolic genes encoding proteins related to glucagon signaling and propanoate metabolism (Fig. 2). Another well-known biochemical interaction was found between succinate and the expression of multiple components of the mitochondrial oxidative phosphorylation (OXPHOS) system, including multiple subunits of ATP synthase (seven Fo subunits and the *ATP5A1, ATP5B* and *ATP5O* subunit of F1), NADH: ubiquinone oxidoreductase core subunits (*ND3, ND5, ND6*; complex I) and cytochrome oxidase subunits (*COX4I1, COX5A, COX5B, COX6A1, COX6B1*). 

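All 11 of these genes had lower signals at T1 than at T0 in the experimental set, with a median log2 fold change of -0.36 and a mean of -0.43. None passed the threshold over all genes tested, and 1 passed when adjusted over the list alone. The largest change was that of *ND5*, which fell by 1.08 (SE 0.33, adjusted p = 0.0715 in limma), from 2.84 ± 0.47 (SD, n = 3 horses) at T0 on the scale of log2 signal minus the array's 75th percentile. The smallest was that of *ATP5B*, with a log2 fold change of -0.09 (SE 0.32, adjusted p = 0.879 in limma). As a set, the 11 genes had a p of 0.257 in limma's fry. The p was 0.0295 in camera with its preset correlation and 0.521 with the correlation estimated from the data. The median was -0.64 with normexp background correction and quantile normalization (fry p = 0.0311), -0.66 with quantile normalization alone (fry p = 0.0338) and -0.59 with the deposited series values (fry p = 0.0133), with all 11 genes lower in each. The horses differed: horse 2 accounted for much of the fall, and without it the median was -0.12 and *ATP5B*, *ND3* and *COX6A1* changed sign, to 0.08, 0.11 and 0.06. *COX6A1* also changed sign without horse 41, to 0.04. *ND5* passed with normexp background correction, with quantile normalization, with the series values and with the filter on every array, *COX5A* with normexp background correction and with the series values, and *ATP5O* with normexp background correction (adjusted p between 0.0183 and 0.0497 in limma).

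**Figure D1:**
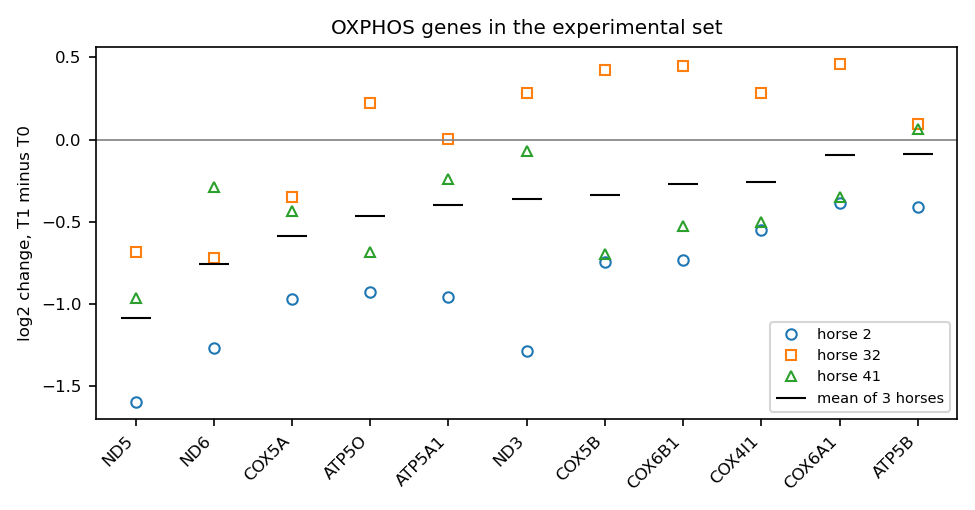
Log2 change from T0 to T1 of the 11 OXPHOS genes (vertical axis) in horses 2, 32 and 41 of the experimental set, with the mean of the 3 horses as a black line. The means lie between -1.08 (ND5) and -0.09 (ATP5B), and the changes of horse 32 lie on both sides of 0.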

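In the experimental set, *ACACB*, *ACSS2* and *ACSS3*, each read by a single probe, were all well above background on the 6 arrays but far under the arrays' 75th percentile. *ACACB* had a level of -2.89 ± 0.59 (SD, n = 3 horses) at T0 and -3.68 ± 0.13 at T1 and fell in all 3 horses, with a log2 fold change of -0.79 (SE 0.33, adjusted p = 0.153 in limma). *ACSS2* had a log2 fold change of -0.56 (SE 0.41, adjusted p = 0.399) and rose in horse 41, by 0.59. *ACSS3* had a log2 fold change of 0.07 (SE 0.37, adjusted p = 0.915), which became -0.34 without horse 32. None of the 3 passed the threshold in this set under any of the alternatives. *ACACB* passed as a fall in the validation set (log2 fold change -0.65, adjusted p = 0.0183 in limma), and *ACSS2* (adjusted p = 0.34) and *ACSS3* (adjusted p = 0.105) did not pass there.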

As expected, the regulatory network also highlighted the interaction between glycerol and metabolic genes that encode enzymes participating in the pentose and glucuronate pathways, as well as acetate and many downstream genes of propanoate metabolism, which included activated protein kinase (AMPK) activators such as acetyl-CoA carboxylase (*ACACB*) and acyl-CoA synthetase short-chain family (*ACSS2, ACSS3*).

These well-known biochemical interactions were mainly regulated by miR-16-5p, miR-21-5p, miR-92a-3p, miR-192-5p and let-7b-5p within the regulatory network.

Remarkably, the “omic” integration of molecular data in our study predicted some functional links between metabolites and the transcriptome that could not be characterized by analyzing separately any of the three individual data sets. One example is the functional enrichment of glutamate through metabolic genes belonging to the glutathione metabolism, which regulates the reactive oxygen species (ROS) and nitrogen oxide species (RONS) substances (e.g. the glutathione S-transferase (*GST*) gene family, GST-kappa 1 (*GSTK1*), and two microsomal GSTs (*MGST1* and *MGST3*). 

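*GSTK1*, *MGST1* and *MGST3* did not change in the same direction in the experimental set. *GSTK1*, read by a single dim probe, had a log2 level of -4.21 ± 1.11 (SD, n = 3 horses) at T0 and -6.04 ± 0.83 at T1, where it was well above background on 1 of 3 arrays. It fell in all 3 horses, with a log2 fold change of -1.82 (SE 0.34, adjusted p = 0.0175 in limma). *MGST1* rose in all 3 horses, from 1.47 ± 0.87 to 2.80 ± 0.51, a log2 fold change of 1.33 (SE 0.34, adjusted p = 0.0445 in limma). *MGST3* fell in all 3 horses, with a log2 fold change of -0.85 (SE 0.34, adjusted p = 0.141 in limma). The calls of *GSTK1* and *MGST1* depended on the processing. With normexp background correction and quantile normalization the log2 fold change of *GSTK1* was -0.40 (adjusted p = 0.13), and its adjusted p lay between 0.00166 and 0.217 over all alternatives. That of *MGST1* lay between 0.0158 and 0.236. With no replicate block, the adjusted p was 0.0912 for *GSTK1* and 0.104 for *MGST1*. Without horse 2 it was 0.0976 and 0.148, and without horse 32 it was 0.115 and 0.236. *MGST3* passed in the fit of all 26 arrays (adjusted p = 0.0468 in limma). *MGST1* passed as a rise in the validation set (adjusted p = 1.6e-05 in limma) and *MGST3* as a fall (adjusted p = 0.00838), and *GSTK1* did not pass (adjusted p = 0.0708).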

In line with the exercise-induced oxidative stress, we observed a significant interaction between tyrosine and metabolic genes that affected the ubiquinone endogenous antioxidant levels. Another example of the importance of “omic” integration was represented by the interaction between urea and genes involved in the catabolism of purine and pyrimidine nucleotides from ATP to uric acid, in which free radicals are produced and cause muscle cell damage [26]. Lastly, a significant interaction that could not be characterized by analyzing separately any of the three individual data sets was the link between lactate and the activation of the hypoxia-inducible factor A (*HIF1A*) transcription factor, as well as lactate genes associated with the release of lipopolysaccharides (LPS)-induced pro-inflammatory cytokines, including toll-like receptor 4 (*TLR4*), followed by the activation of various immune-related transcription factors (TFs) such as signal transducer and activator of transcription 3 (*STAT3*) and the nuclear factor kappa beta (*NFkβ-RelA*).

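In the experimental set, *TLR4* was the 1 gene of these 4 that passed the threshold over all genes tested, and all 4 passed when adjusted over the list alone. *TLR4*, read by 3 probes, had a log2 level of 3.17 ± 0.57 (SD, n = 3 horses) at T0 and 5.30 ± 0.15 at T1, a log2 fold change of 2.13 (SE 0.33, adjusted p = 0.00856 in limma) with a rise in every horse. Its adjusted p was 0.0663 without horse 2, 0.0673 without horse 32 and 0.0842 with no filter on dim probes, and the log2 fold change stayed between 1.87 and 2.42 under all alternatives. *HIF1A* rose in every horse with a log2 fold change of 1.22 (SE 0.34, adjusted p = 0.0545 in limma). A second gene name on the array that carries this symbol rose by 0.88 (adjusted p = 0.112). *STAT3* rose by 1.02 (SE 0.32, adjusted p = 0.0726) under its brighter gene name and by 0.76 (adjusted p = 0.178) under a second. *RELA* rose by 1.06 (SE 0.34, adjusted p = 0.0789), also in every horse. *HIF1A* passed the threshold with normexp background correction, with the series values, with the filter on every array, with no replicate block (adjusted p = 0.039) and in the fit of all 26 arrays (adjusted p = 0.0183), and its adjusted p reached 0.242 under another alternative. *STAT3* passed under 4 of these settings, all but the one with no replicate block, and *RELA* with the filter on every array (adjusted p = 0.0403) and without horse 41 (adjusted p = 0.0353). All 4 genes passed as rises in the validation set, with adjusted p-values of 3.76e-05 for *TLR4*, 6.58e-05 for *HIF1A*, 0.000541 for *STAT3* and 0.0209 for *RELA* (limma).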

Moreover, we found that the regulatory network based on the 263 metabolic genes included TFs such as retinoblastoma-Like 2 *(RBL2),* followed by the cooperatively transcriptional cofactors sirtuin 1 (*SIRT1),* E1A binding protein P300 (*EP300*), CREB Binding Protein (*CREBBP*), and B-cell lymphoma 6 protein (*BCL6*; Fig. 3a). Additionally, results suggested that these TFs might (i) regulate the spatiotemporal concentration patterns of glucose and lactate (Fig. 3a); and (ii) drive or repress the expression of metabolic genes and miRNAs in a feed-forward and feedback manner [27] (Fig. 3b).

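Of these 5 genes, *EP300*, *CREBBP* and *BCL6* were over-expressed at T1 in the experimental set, *RBL2* was under-expressed and *SIRT1* did not pass the threshold. *BCL6* rose from 4.80 ± 0.23 (SD, n = 3 horses) to 6.82 ± 0.02, a log2 fold change of 2.02 (SE 0.31, adjusted p = 0.00871 in limma). *EP300* had a log2 fold change of 1.64 (SE 0.32, adjusted p = 0.0188) and *CREBBP* of 1.19 (SE 0.31, adjusted p = 0.0449). *RBL2* fell from -0.34 ± 0.35 to -1.87 ± 0.04, a log2 fold change of -1.53 (SE 0.32, adjusted p = 0.0241 in limma). These 4 genes changed in the same direction in all 3 horses. *SIRT1* had a log2 fold change of 0.36 (SE 0.33, adjusted p = 0.498) and fell by 0.11 in horse 2. All 4 calls were lost with no filter on dim probes and without horse 2 or horse 32, where the adjusted p in limma lay between 0.0658 (*BCL6*, without horse 32) and 0.187 (*CREBBP*, without horse 32). *CREBBP* was also lost without horse 41 (adjusted p = 0.0688) and with quantile normalization (adjusted p = 0.051), with an adjusted p of 0.0162 at its lowest. The 4 genes passed in the same directions in the validation set (adjusted p of 0.0008 or lower in limma), and *SIRT1* did not pass (adjusted p = 0.228).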

**Fig. 3:**
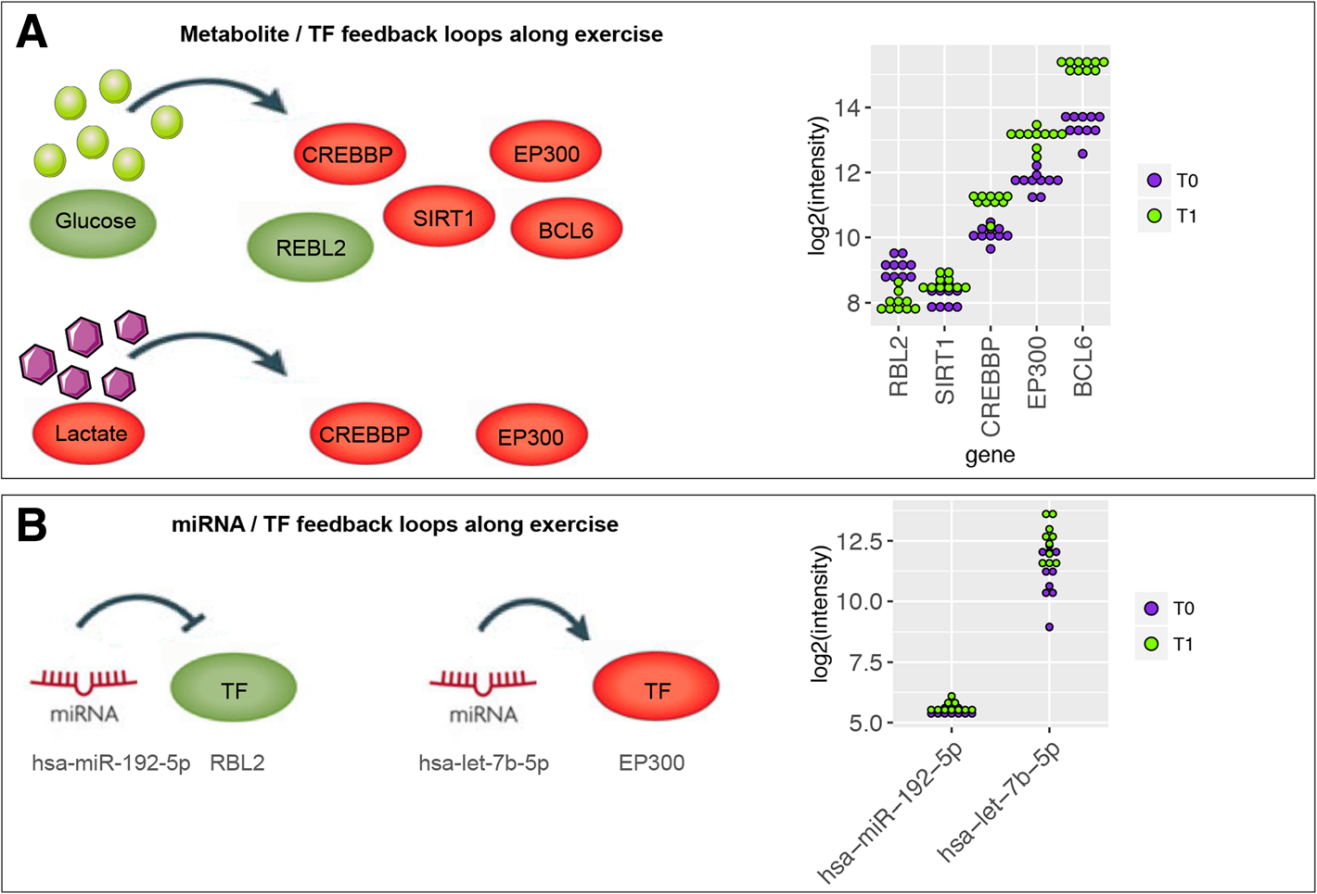
Activators and repressors of the regulatory network. **a** The regulatory network was driven by different transcription factors able to up- or down regulate the glucose and lactate concentration (*EP300, CREBBP, SIRT1, BCL6,* and *REBL2*). **b** The *EP300* and *SIRT1* transcription factors could be regulated by the expression of let-7b-5p and miR-223-3p, respectively, and *RBL2* might be inhibited by miR-192-5p. In the figure, the node color intensity indicates the associated expression level: *red* = over-expression at T1 and *green* = under-expression at T1

### The regulatory network is driven by both transcription factors and miRNAs

As suggested above, both TFs and miRNAs might regulate endurance exercise response. In order to ensure the accuracy of TFs and miRNAs regulation within the regulatory network, we decided to use the regulatory impact factor (RIF) algorithm [28, 29]. Our aim was to identify (i) putative causal regulators, and (ii) the rewired transcriptional circuits through which the TFs and miRNAs exert their regulatory impact on the transcriptome following exercise.

Among the most enriched TFs and miRNAs, we confirmed *CREBBP* (RIF2 = -2.51)*, EP300* (RIF2 = -1.55)*, RBL2* (RIF1 = 1.65), *SIRT1* (RIF1 = 1.63), *BCL6* (RIF2 = 1.48) and let-7b-5p (RIF1 = 1.51; Fig. 2). Details on the top regulators with greatest scores are fully listed in the Additional file 11.

### The relationship between blood metabolome, transcriptome and miRNome that occurs during endurance exercise could be reproduced in an independent cohort of 31 horses

As a final analysis step, multiple factor analysis (MFA) was applied to an independent cohort of 31 horses to further emphasize the reliability of cross-layer “omic” analysis to predict or explain the exercise response adaptations and importantly, to confirm the interactions within our regulatory network. This independent cohort included 13 horses sampled only at T0, and 18 other horses sampled only after completing the endurance competition (T1).

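Scanner files of whole-blood RNA were labelled as validation set for 7 horses at T0 and 13 horses at T1, each horse with a single array at a single time point, against 13 and 18 horses in the paper. The paper's figures name 3 of the 7 T0 horses (14, 29 and 40) and 9 of the 13 T1 horses. Fig. 4a has 1 label that could be read as horse 13 or as horse 18, and it names neither horse 15 nor horse 47. Fig. 5a does not name the T1 horses 7, 24, 44 and 55. Whether the horses not named were part of the paper's cohort could not be established, and all 20 arrays were used as the validation set here, with the named horses alone as an alternative. The T0 horses were 3 females and 4 geldings and the T1 horses 3 females and 10 geldings. Between 66.5% and 71.2% of the probes were well above background at T0 (median 68.2%) and between 60.2% and 75.3% at T1 (median 65.3%). The T0 arrays were scanned on 5 days and the T1 arrays on 7. The array of horse 34 at T1 was scanned in 1 pass and had 431 saturated spots, and the others were scanned in 2 passes and had none. The intensities were processed as in the experimental set. A gene name was tested where it was well above background on at least 7 of the 20 arrays. T1 was compared with T0 between horses in limma, with no block, and scan day, slide and sex were tried as further terms. The values of the metabolome and the miRNome of these horses were not part of these files, so that the MFA could not be repeated. In its place, a principal component analysis of the gene layer alone was made for each time point, with each gene scaled to unit variance.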

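In the gene layer of the validation set, the horses at T0 did not vary more than those at T1. The deviation of each horse from the mean of its group, as the root mean square over 17297 genes on the log2 scale and corrected for the size of the group, was 0.554 ± 0.0878 (SD, n = 7) at T0 and 0.577 ± 0.09 (SD, n = 13) at T1. An exact permutation test over all 77520 splits of the 20 horses gave a two-sided p of 0.579. The largest deviation at T0, 0.723, belonged to horse 47. Without that horse the mean at T0 was 0.519 ± 0.0494 (SD, n = 6), and the two-sided p of the exact permutation test was 0.156.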

At T0 (basal time), the MFA superimposed plot of each type of data and its barycenter showed particularly high levels of variability in all “omic” layers (Fig. 4a). However, the MFA projection plot of the partial representations for each “omic” layer (metabolome, transcriptome and miRNome) onto PC1 was tightly clustered (RV-coefficient = 0.51; Fig. 4b). 

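The first principal component of the gene layer at T0 held 28.1% of the variance of the 7 horses over 17373 genes and the second held 27.1%. The correlation of the paper's genes for PC1 with each component of this layer was set against that of all genes. On the first component, r was -0.185 for *POLR2I*, 0.532 for *TOR3A*, -0.118 for *VAMP5*, 0.276 for *COPRS* (the paper's *COPR5*), 0.281 for *SAT2* and 0.167 for *AHCTF1*. On the second, r was 0.85 for *POLR2I*, 0.81 for *TOR3A*, 0.16 for *VAMP5*, 0.79 for *COPRS*, 0.906 for *SAT2* and -0.901 for *AHCTF1*. For *SAT2* and *AHCTF1*, the size of r on the second component lay at the 97.3th and 96.9th percentile of all genes. *SF3B5* and *MRPS24*, starred in Fig. 4d, had r of 0.859 and 0.869 on the second component. Over the 8 genes, the median percentile on the first component was 19.8, with a jackknife standard error of 87.1 when each horse was left out in turn. Horse 47 decided which component carried most of these genes. Without it, r on the first component was 0.966 for *TOR3A*, 0.921 for *SAT2*, 0.798 for *COPRS*, 0.636 for *POLR2I*, -0.754 for *AHCTF1*, 0.787 for *SF3B5* and 0.684 for *MRPS24*. It was 0.017 for *VAMP5*, whose r on the second component was 0.742, and the median percentile was 74.7. That horse was left out after the data were seen. None of the genes had an r squared over 0.8 on the first component with all 7 horses, and 3.74% of all genes did.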

The two metabolites showing the highest correlation (|r^2^| > 0.80) on the first axis were glutamine and glucose, whereas the genes most strongly correlating with PC1 (|r^2^| > 0.80) were RNA polymerase 21-kDA subunit *(POLR2I),* torsin 3A *(TOR3A),* vesicle-associated membrane protein 5 (*VAMP5*), histone binding protein 5 (*COPR5)*, N1-acetyltransferase family member 2 (*SAT2*), AT-hook containing transcription factor 1(*AHCTF1*) and various ribosomal proteins (Fig. 4d). The eca-miR-425, miR-106b-5p, miR-138-5p, miR-148a, and miR-20a-5p were also highly linked to the first principal component (PC) (|r^2^| > 0.80; Fig. 4d). Genes such as E3 ligases (*UBE3C*) and tripartite motif containing 65 (*TRIM65*) presented high correlations with PC2 (|r^2^| > 0.90; Fig. 4e). 

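In the gene layer of the 7 T0 horses, the correlation with the second component was -0.06 for *UBE3C* and 0.618 for *TRIM65*, at the 6.3th and 69.7th percentile of all genes. The correlation with the first component was 0.649 for *UBE3C* and -0.529 for *TRIM65*. *UBE3C* was dim, with a log2 level of -4.45 ± 0.68 (SD, n = 7) and 6 of 7 arrays well above background, and *TRIM65* had a level of 0.95 ± 0.17 (SD, n = 7). Of the other genes starred in Fig. 4e, *PELI1* and the transcript DN508645 followed the second component most, with r of -0.833 and 0.831. The median percentile of the 7 genes named for PC2 was 31.3 and rose to 88.2 without horse 47, an alternative chosen after the data were seen. The r of *HECA* with the second component was 0.171 with that horse and 0.898 without it. For *UBE3C* and *TRIM65*, r with the second component was -0.699 and -0.49 without that horse.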

The detailed weights of each metabolite, metabolic genes and miRNA are provided in Additional file 12.

**Fig. 4:**
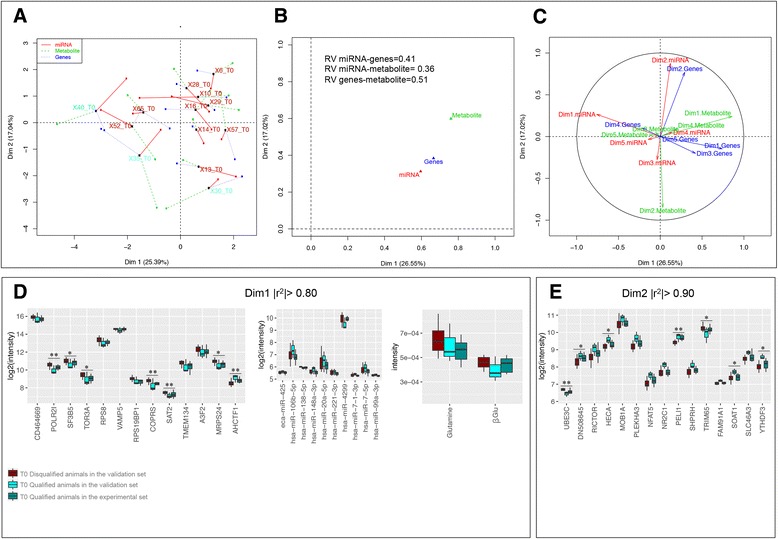
Multiple factor analysis projection plot at T0 in an independent cohort of 13 animals. **a** The different “omics” data sets are connected by lines where the length of the line is proportional to the divergence between the data from a same animal. Lines are joined by a common point, representing the reference structure, which maximizes covariance derived from the MFA synthetic analysis; **b** Summarization of the concordance between “omics” data set on the space; **c** “Omics” data sets are shown in the different dimensions while showing the contribution of each eigenvalue to the total variance; **d** Boxplot of the expression of the molecules having high weights (|r^2^| > 0.80) on the PC1 of MFA; **e** Boxplot of the expression of genes having high weights (|r^2^| > 0.90) on the PC2 of MFA. In all cases, animals that finished the endurance competition in the validation set were colored in cyan color, whereas animals in the validation set that were disqualified during the endurance competition were colored in dark red color. Additionally, to ensure that expression levels of the animals in the validation set that finished the endurance competition (*n* = 3) were similar to those of the experimental set that finished the endurance competition (*n* = 10), for each molecule, expression levels of animals from experimental set (*dark green color*) were also plotted. *, ** denote statistical significance at the 0.10 and 0.05 level respectively

Although the size of the cohort used at T0 was relatively small, the MFA analysis revealed that the partial representation of the mean individuals for each “omic” layer was projected together according to their capacity to finish the endurance competition (Fig. 4a). Thus, the molecular profiles at basal time of the animals that did not finish the endurance competition were projected close to each other in the space (Fig. 4a). 

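The gene layer held 2 eliminated horses at T0, 14 and 29, and 4 horses that finished, which were horse 40 of the validation set and the T0 samples of the experimental horses 2, 32 and 41. The root mean square log2 difference over 17297 genes was 0.622 between horses 14 and 29. It lay between 0.596 and 0.898 (mean 0.736) in the 8 pairs of an eliminated with a finishing horse. Among the 6 pairs of finishing horses it lay between 0.688 and 1.07 (mean 0.86). Over all 21 pairs of validation horses at T0 it lay between 0.558 and 0.957 (mean 0.783). The distance between the eliminated horses was 0.114 shorter than their mean distance to the finishing horses (one-sided p = 0.267, exact permutation test over the 15 choices of 2 horses among 6, which allow no p under 0.0667). From the projection of the partial points of all layers in Fig. 4a, the paper concludes that the profiles of the horses that did not finish lay close to each other.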

In light of these findings, we wanted to understand whether the molecules detected at basal time could be considered as predictive biomarkers for the elimination during the endurance competition. Although cause and effect are usually difficult to decipher, we compared basal profiles of molecules that showed high correlation values (|r^2^| > 0.80) on the two first dimensions of the MFA with animals that finished the endurance competition and animals that were eliminated during the endurance competition because of lameness or metabolic problems. 

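*POLR2I*, *COPR5* (*COPRS* in the current annotation), *SAT2*, *UBE3C*, *TOR3A* and *TRIM65* were compared at T0 between the 2 eliminated horses and the 4 horses that finished. Fig. 4a has 1 more label in the colour of eliminated horses, which could be read as horse 13 or as horse 18, both geldings, and neither was given an outcome. The outcome of the other validation horses at T0 could not be read from the text or the figures. The paper refers to its Additional file 1 for the outcomes, and the copy held here had only a title. In an exact permutation test, 2 horses against 4 give 15 splits and no two-sided p under 0.0667, so that no gene could pass the threshold. All 6 means were higher in the eliminated horses. The level of *POLR2I* was 0.93 ± 0.17 (SD, n = 2) in eliminated and 0.45 ± 0.35 (SD, n = 4) in finishing horses, a difference of 0.48 on the log2 scale, and both eliminated horses lay above every finishing horse (exact permutation p = 0.133). The difference was 0.69 for *COPRS* (exact p = 0.267), 0.80 for *SAT2* (exact p = 0.333), 0.54 for *UBE3C* (exact p = 0.4) and 0.67 for *TOR3A* (exact p = 0.267). For *TRIM65* it was 0.04 (exact p = 0.867), and its sign changed with the horses compared, to -0.08 with the validation horses alone and to -0.03 and -0.002 without the finishing horses 32 and 41. Adjusted over the 6 genes, the exact p was 0.48 for 5 of them and 0.867 for *TRIM65*. Other gene names on the array carry the symbol *TRIM65*. Their differences lay between -0.03 and 0.10 where bright, and a dim one had 0.58 (SE 0.38, unadjusted p = 0.163 in limma). Both eliminated horses were females and all 4 finishing horses were geldings, so that outcome and sex cannot be told apart in these 6 horses. Of the finishing horses, 3 belonged to the experimental set, and of the 6 arrays only those of horses 40 and 2 shared a scan day.

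**Figure D2:**
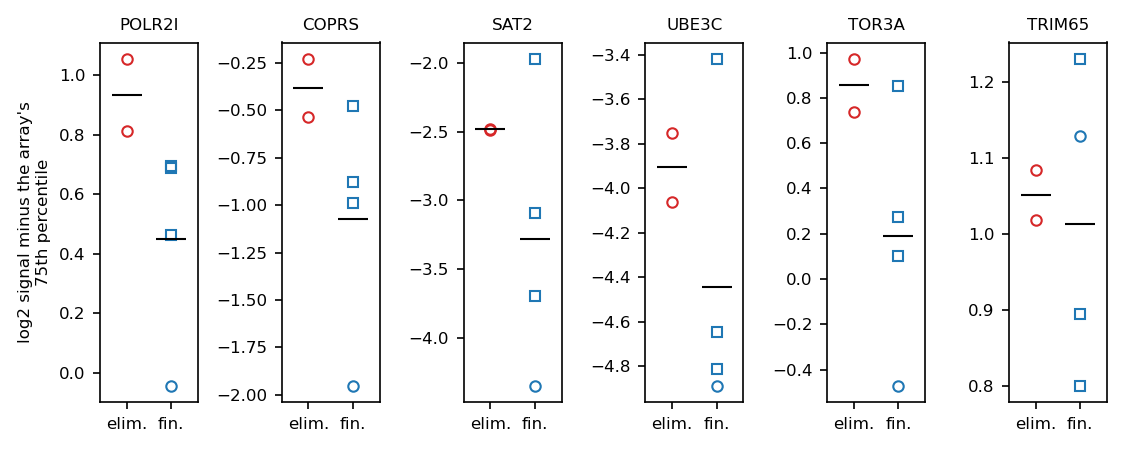
Levels at T0 (log2 signal minus the array's 75th percentile) of 6 genes in eliminated (elim.) and finishing (fin.) horses, circles for validation and squares for experimental horses, with a black line at each mean. The means of POLR2I are 0.93 and 0.45, and the points of TRIM65 overlap.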

We discovered that the *POLR2I, COPR5, SAT2* and *UBE3C* genes were clearly up regulated (corrected *p* < 0.05) at basal time in animals that were eliminated during the endurance competition, whereas *TOR3A* and *TRIM65* tended to be up regulated (corrected *p* < 0.10) at basal time. They also presented numerically higher glutamine and glucose concentrations at basal time (Fig. 4d).

The combined analysis of metabolome, transcriptome and miRNome on post-exercise samples then highlighted an interesting co-structure between data sets (Fig. 5). Metabolome profile accounted for the highest variance on PC1, whereas the miRNome data were projected on the positive end of the PC2 (Fig. 5b). Metabolites such as lactate and fatty acid methylene moieties presented high correlation values |r^2^| > 0.80 with PC1, together with let-7 family, miR-16-5p, miR-17, miR-20ab-5p, miR-21-5p,miR-26b-5p and miR-98-3p (Fig. 5d). The LPS-induced immune markers, specifically *TLR4*, TNF alpha induced protein 3 (*TNFAIP3*) and interleukin-1 receptor-associated kinase-like 2 (*IRAK2*), were identified among the strongest variables of the PC1 (Fig. 5d), along with the increase in expression of genes related to mitochondrial metabolism (e.g. NADH dehydrogenase (ubiquinone) 1 beta sub-complex 5; *NDUFB5*).

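In the validation set, *TLR4* had a log2 level of 3.29 ± 0.65 (SD, n = 7) at T0 and 5.04 ± 0.56 (SD, n = 13) at T1, a log2 fold change of 1.75 (SE 0.26, adjusted p = 3.76e-05 in limma). *IRAK2* rose by 1.51 (SE 0.28, adjusted p = 0.000209). *TNFAIP3* had a log2 fold change of -0.32 (SE 0.39, adjusted p = 0.535). *NDUFB5* was 2.00 ± 0.31 at T0 and 1.73 ± 0.37 at T1, a log2 fold change of -0.27 (SE 0.17, adjusted p = 0.214). Its fall passed the threshold with normexp background correction (-0.37, adjusted p = 0.0319 in limma), with quantile normalization (-0.39, adjusted p = 0.0481) and with the series values (-0.38, adjusted p = 0.033). Across the 9 horses that Fig. 5a names, 7 relations between genes named for PC1 or PC2 were computed, with two-sided p-values from exact permutation tests. The paper chose these genes for their correlation with the same components in these horses, so that a correlation between genes of 1 component follows in part from that choice and is not independent evidence. *TLR4* and *IRAK2* were correlated (Pearson r = 0.961, exact p = 0.000187, adjusted p = 0.00131; Spearman rho = 0.883, exact p = 0.00308), and r was 0.923 without the 2 horses farthest from the median of *TLR4*. The r of *TLR4* with *TNFAIP3* was 0.605 (exact p = 0.084, adjusted p = 0.098; rho = 0.467, exact p = 0.213) and rested on 2 horses, without which it was 0.0492. The r of *IRAK2* with *TNFAIP3* was 0.669 (exact p = 0.0498, adjusted p = 0.0697; rho = 0.667, exact p = 0.0589) and also rested on 2 horses, without which it was 0.313. By Pearson's r, these 2 relations passed the adjusted threshold with normexp background correction, with quantile normalization and with the series values. By rank, *TLR4* with *TNFAIP3* passed in none of these settings (adjusted exact p of 0.0505 to 0.1), and *IRAK2* with *TNFAIP3* passed only with quantile normalization (adjusted exact p = 0.0357, and 0.0825 in the other two). The r of *TLR4* with *NDUFB5* was 0.09 (exact p = 0.828; rho = 0.133, exact p = 0.744; r = 0.296 without 2 horses) and turned negative with normexp background correction (-0.18), quantile normalization (-0.152) and the series values (-0.156). No scan day held more than 4 of the T1 horses, too few for values within a day. After the mean of each scan day was removed, in all 13 horses, r was 0.942 for *TLR4* with *IRAK2*, 0.482 for *TLR4* with *TNFAIP3*, 0.313 for *IRAK2* with *TNFAIP3* and 0.348 for *TLR4* with *NDUFB5*. Horses 19, 21, 24 and 46 were each alone on their scan day among the 13. Their values were thus set to the mean, and these r rest on the other horses. The first component of the gene layer at T1 held 25.9% of the variance of the 13 horses. Its r was 0.087 with *TLR4*, 0.799 with *TNFAIP3*, 0.05 with *IRAK2* and -0.6 with *NDUFB5*, and 0.645, 0.892, 0.693 and -0.14 in the same order in the 9 horses of Fig. 5a.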

**Fig. 5:**
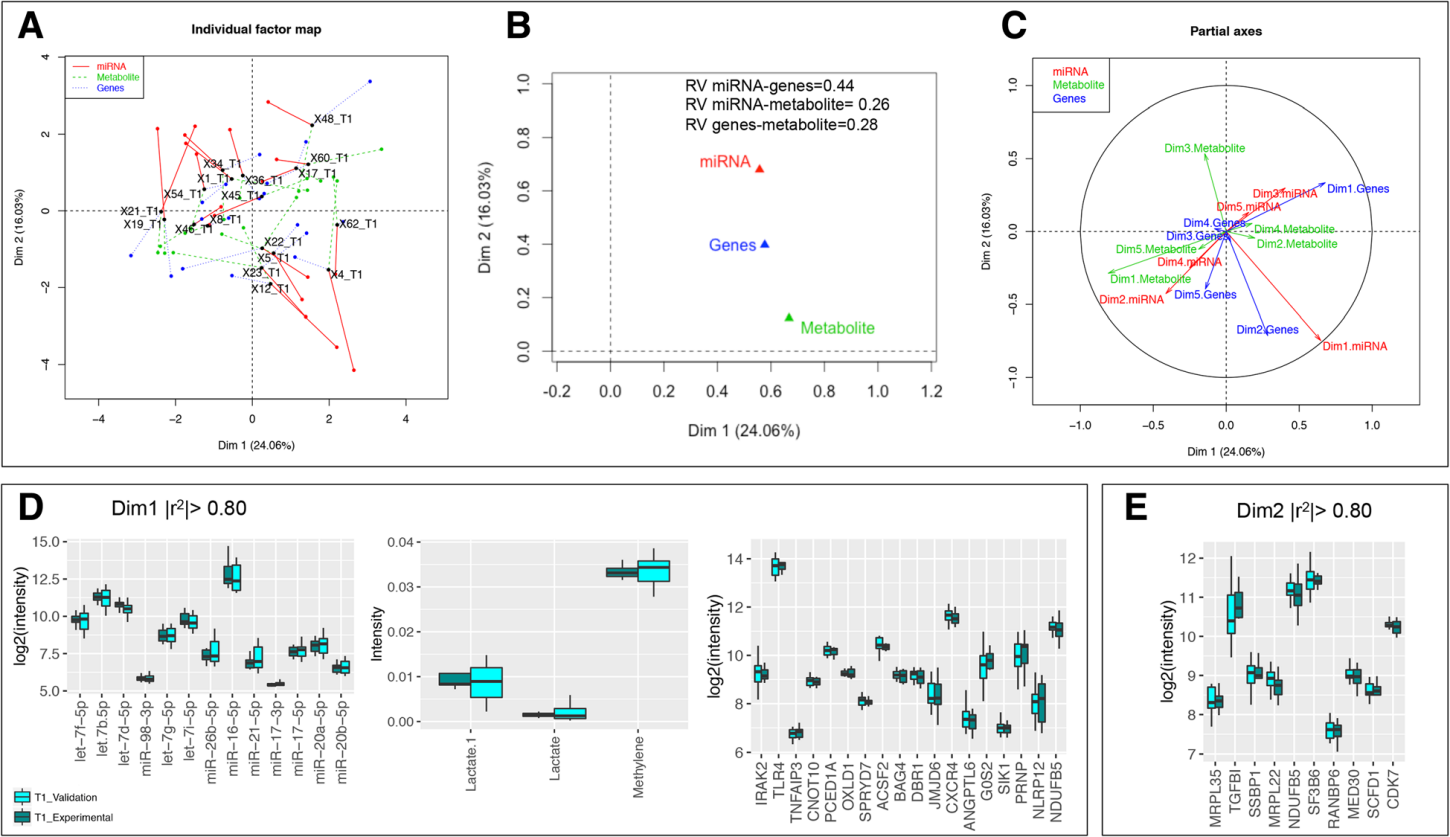
Multiple factor analysis projection plot at T1 in an independent cohort of 31 animals. **a** The first two axes of MFA represent metabolome, transcriptome, and miRNome data sets at T1. Different shapes and colors represent the respective “omic” data sets, which are connected by lines where the length of the line is proportional to the divergence between the data from a same animal. Lines are joined by a common point, representing the reference structure, which maximizes covariance derived from the MFA synthetic analysis. **b** Summarization of the concordance between “omic” data sets on the space. **c** Data sets are shown in the different dimensions while showing the contribution of each eigenvalue to the total variance; **d** Boxplot of the expression of the molecules having high weights (|r^2^| > 0.80) on the PC1 of MFA; **e** Boxplot of the expression of genes having high weights (|r^2^| > 0.80) on the PC2 of MFA. In all cases, to ensure that expression levels of the animals in the validation set confirmed those of the experimental set, for each molecule, expression levels of animals from the validation set (*cyan color*) and experimental set (*dark green color*) are plotted

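At T1, the 13 validation horses were compared with the 3 experimental horses, which these boxplots set side by side. None of 18615 gene names differed at an adjusted p under 0.05 (limma; smallest adjusted p 0.792), and 715 had an unadjusted p under 0.05. Without the experimental horse 32, 2 gene names passed. The level of *TLR4* was 5.04 ± 0.56 (SD, n = 13) in the validation set and 5.30 ± 0.15 (SD, n = 3) in the experimental set. That of *IRAK2* was -0.09 ± 0.63 and 0.03 ± 0.53, that of *TNFAIP3* was -4.07 ± 0.96 and -3.52 ± 0.22, and that of *NDUFB5* was 1.73 ± 0.37 and 1.28 ± 0.65, in the same order.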

Additional file 13 shows an expanded list of the genes related to LPS-induced immune responses with its MFA impact factor at T1. 

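In the validation set, the genes *MRPL35*, *MRPL22* and *SSBP1* had log2 fold changes from T0 to T1 of -0.11 (SE 0.18, adjusted p = 0.629 in limma), -0.26 (SE 0.17, adjusted p = 0.211) and -0.08 (SE 0.19, adjusted p = 0.752). The paper chose them for their correlation with the same component in these horses, so that correlations between them follow in part from that choice and are not independent evidence. Across the 9 named horses at T1, the Pearson r was 0.791 for *MRPL35* with *MRPL22* (exact permutation p = 0.00723, adjusted p = 0.0127; Spearman rho = 0.783, exact p = 0.0172), 0.922 for *MRPL35* with *SSBP1* (exact p = 0.000601, adjusted p = 0.0021; rho = 0.867, exact p = 0.00451) and 0.815 for *MRPL22* with *SSBP1* (exact p = 0.00459, adjusted p = 0.0107; rho = 0.867, exact p = 0.00451). Without the 2 horses farthest on the first gene of each pair, r was 0.685, 0.825 and 0.825, and the adjusted p of *MRPL35* with *MRPL22* became 0.157 (exact permutation test). With scan-day means removed, in all 13 horses, r was 0.911, 0.776 and 0.763. Horses 19, 21, 24 and 46, each alone on its scan day, added nothing to these values. The second component of the gene layer at T1 held 20.7% of the variance of the 13 horses. Its r was 0.495 with *MRPL35*, 0.45 with *MRPL22* and 0.573 with *SSBP1*, between the 59.0th and 74.6th percentile of all genes, and 0.676, 0.80 and 0.773 in the 9 named horses.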

Biologically interesting genes with high correlation values on the PC2 were the mitochondrial ribosomal protein L35 and L22, respectively (*MRPL35*, *MRPL22*), and mitochondrial single-stranded DNA-binding protein (*SSBP1*). The top molecules with greatest weights on PC1 and PC2 at T1 are listed in the Additional file 13.

## Discussion

The level of exercise performed by horses during an endurance competition is similar to that of a human ultra marathon runner (from 50 km to 160.934 km) [30] or to a lesser extent a marathon runner (42.195 km) [9]. Endurance horses run 80–160 km endurance competitions that require energy expenditure and cause physical stress that the body must adapt to through coordinated metabolic, immune and hormonal responses in order to maintain homeostasis. Our previous work on plasma metabolome profiling mainly demonstrated that adaptation to endurance exercise in horses simultaneously involved lipid, protein catabolism and glycoprotein pathways [19]. Our previous study on blood transcriptome and miRNome response to endurance exercise in horses mainly reflected immune system processes through white blood cells as well as regulatory processes involved in various pathways such as glucose metabolism, fatty acid oxidation and mitochondrion biogenesis [8]. Until this current study, our prior work had been limited to single levels of biological information, therefore neglecting the global network structure and cross talk that occurs across multiple layers of molecular organization.

No systematic exploration of information flow between the different biological “omic” layers had been carried out in athletes. Therefore, we decided to explore the metabolic plasticity in response to endurance exercise by simultaneously combining plasma metabolite changes together with the blood transcriptome and miRNome from the same individuals. A similar study in humans had already described that the concurrent analysis of cross-sectional multi “omic” data from the same individuals could be a powerful tool to identify the underlying molecular mechanisms that occur on a physiological scale such as fasting in elderly (68.82 ± 4.31 years) [31].

Integrating the results from circulating plasma metabolites, transcriptome and miRNome derived from the blood of ten endurance horses before and after an endurance competition, allowed us to reveal biologically reasonable relationships after the endurance competition, namely: (i) reduction of glucose concentration and inhibition of FoxO signaling, which up-regulate genes involved in gluconeogenesis, lipid metabolism and ketone body production and utilization, and activation of miR-21-5p expression [32]; (ii) increased OXPHOS to compensate for ATP production; and (iii) increased concentration of acetate, which subsequently induced AMPK [33, 34].

Additionally, we found several associations within our regulatory network, which to the best of our knowledge have not been fully described before. For example, our study showed that glutamate was enriched by co-expressed genes that regulate the control and removal of ROS and RONS molecules, such as the *GST* family, *GSTK1*, and two microsomal GSTs, suggesting that under physical stress, glutamate might be used for the synthesis of glutathione, a major endogenous antioxidant in mammalian cells. This is in agreement with the observed positive correlation between tyrosine (another effective antioxidant in biological fluids [26]) and the expression of genes associated with ubiquinone synthesis, which are redox active and essential lipophilic electron carriers of the mitochondrial electron transport chain involved in the Q-cycle [26]. Collectively, the results suggest that an elevated respiration rate during endurance exercise may have led to the generation of more ROS than the antioxidant systems can scavenge, and that the increase in muscle injury (confirmed by high levels of plasma aspartate transaminase and serum amyloid A) also reflected an increase in the generation of the ROS to levels greater than the antioxidants can handle.

The presumably persisting oxidative stress and cell damage after competition was further confirmed by two different relationships within our regulatory network: (i) the relationship between lactate and genes that were likely involved in LPS-induced pro-inflammatory pathway (Fig. 6), and (ii) the relationship between urea and genes involved in energy-purine and pyrimidine catabolism, which could result in the accumulation of uric acid and toxic oxygen free radicals in the cells [26]. Of note, miR-92a-3p and miR-192-5p, which share the same seed sequence, were related to oxidative stress genes. As previously reported, the expression of miR-92a is regulated negatively by oxidative stress [35].

**Fig. 6:**
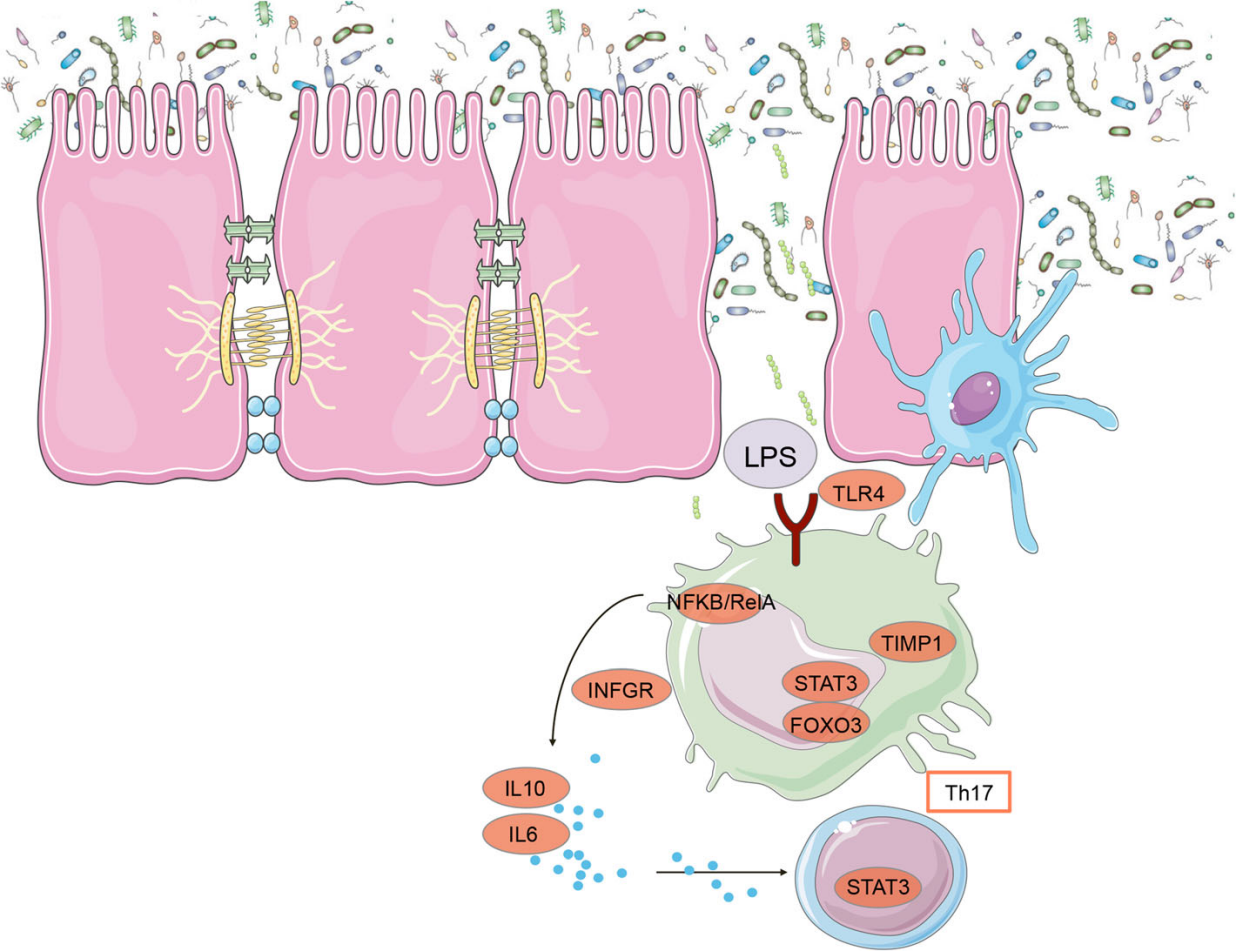
A model for increased intestinal permeability after exercise based on coordinated metabolite and gene expression after the endurance competition. Intestinal homeostasis involves the coordinated actions of epithelial, innate and adaptive immune cells. Our data showed an increase in *TLR4*, which probably stimulated the release of pro-inflammatory cytokines such as interferon alpha and gamma (IFNα, INFγ), or interleukin (IL) 6 (all of them up-regulated after exercise) and sensed the translocated LPS. We also observed an increase of *FoxO3*, which regulates IL10 expression during a typical LPS immune response, as well as *STAT3, NfkB-RelA*, and interferon-gamma receptor (*IFNGR-1)*. This also correlated with the observed increase in blood serum amyloid protein (SAA) in the post- endurance competition samples, an inflammatory marker. The node color indicates whether the node is a gene (*orange*), or a metabolite (*violet*). This figure was produced using Servier Medical Art, available from www.servier.com/Powerpoint-image-bank

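In the experimental set, *IFNG* and *IFNA1* were well above background on none of the 6 arrays and could not be tested, so that no change was detectable. In the validation set, *IFNG* was well above background on none of the 20 arrays and *IFNA1* on 3 of the 13 arrays at T1. *IL6* had a log2 fold change of 0.38 (SE 0.35, adjusted p = 0.493 in limma) in the experimental set and fell in horse 2. *IL10* rose in all 3 horses, from -3.40 ± 0.50 (SD, n = 3) to -2.14 ± 0.14, a log2 fold change of 1.26 (SE 0.32, adjusted p = 0.044 in limma). This call was lost without horse 2 (adjusted p = 0.198), without horse 32 (adjusted p = 0.158), with no filter (adjusted p = 0.173) and in the fit of all 26 arrays (adjusted p = 0.0527), and its adjusted p was 0.0168 at its lowest. *FOXO3* rose in all 3 horses by 0.70 (SE 0.32, adjusted p = 0.182 in limma). *IFNGR1*, which the array lists as IFNR1, rose in all 3 horses by 1.21 (SE 0.42, adjusted p = 0.098), and its adjusted p was 0.0423 with the filter on every array and 0.385 at its highest. *IL10* (log2 fold change 1.01, adjusted p = 0.00263 in limma), *FOXO3* (0.65, adjusted p = 0.00201) and *IFNGR1* (1.35, adjusted p = 0.0259) passed as rises in the validation set, and *IL6* (0.20, adjusted p = 0.518) did not pass there. From the increase of *TLR4*, the paper proposes a release of cytokines in answer to translocated LPS.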

To further emphasize the reliability of cross-layer “omic” analysis to predict or explain the endurance response adaptations and importantly, and to confirm the molecules within our regulatory network and their interactions, we applied the MFA approach, which can infer direct relationships between variables within a set of repeated observations in the absence of a priori knowledge. Therefore, we used an independent cohort of 31 horses and we considered horses at T0 and horses at T1 separately. For each scenario (T0 or T1), MFA was used to model interactions between the metabolome, the transcriptome and the miRNome. At basal time, the MFA approach gave insights about the reasons why a large number of horses analyzed in our independent cohort at T0 failed to finish the competition (*n* = 10). This indicated potential future candidate biomarkers that could predict the increased likelihood for failure to finish an endurance competition. Our MFA analysis suggested that the horses eliminated during the endurance competition already presented metabolic and inflammatory issues prior to the endurance competition possibly due to poor training preparation and feeding management, uncomfortable transport or other physiological reasons (e.g. increased intestinal permeability, lameness, muscle injury). Thus, the exercise-induced stress experienced during the 160 km competition made it more difficult for them to control their energy and inflammation levels. For instance, proteins (represented by their respective transcripts) related to LPS-induced immune responses (e.g. TOR3A [36], UBE3C [37]), and inflammation in the skeletal muscle tissue (e.g. COPR5 [38]) were higher in animals that were eliminated during the endurance competition compared to horses that successfully finished the competition. Additionally, horses that were eliminated during the endurance competition presented higher glutamine and *SAT2* expression, which is the transporter responsible for glutamine uptake in the neuronal compartment making them important components of the glutamate/GABA-glutamine cycle [39]. A study by Keller et al. [40] using ^1^H NMR metabolomic analysis of blood from horses with laminitis also showed increased glutamine levels, further pointing to metabolic issues as the underlying cause for elimination in these horses. Overall, these results suggest that analyzing the expression of metabolic and transcript signaling before starting the endurance competition could be a useful tool to predict elimination during the endurance competition at basal time, though larger data sets studies aimed at investigating the predictive value of these biomarker candidates are needed.

When exploring the associations between biological processes across different biological layers in the post- endurance competition samples of our independent cohort, MFA highlighted the significant role that genomic factors play a LPS-induced immune response, together with mitochondrial *SSPB1*, which protects cells from proteotoxis stress by increasing stress-induced heat-shock factor 1 (*HSF1*) transcriptional activity [41]. We therefore confirm our hypothesis that an excessive release of stress hormones induced by physical stress during the endurance competition together with increased body oxygen uptake, lead to the generation of ROS and RONS in working muscles and in the tissues that undergo ischemia and hypoperfusion [26]. These processes are associated with cell damage and LPS translocation outside of the gastrointestinal tract, which in turn triggers immune and inflammatory responses often resulting in increased intestinal permeability and ROS [3]. In humans, depending on the type of exercise, intensity, age and other factors, between 20 and 50% of athletes suffer gastrointestinal symptoms, which have been shown to increase with exercise intensity [42]. Marathon, triathlete and ultra endurance athletes have been reported to have plasma LPS concentrations between 5 and 284 pg/mL and up to 93% of athletes reported digestive disturbances, which could be caused by the LPS-induced cytokine response [43].

In line with these results, the MFA was also able to pinpoint key miRNAs that regulate the immune and inflammatory response to endurance exercise such as the let-7 family, miR-21-5p, miR-16-5p and miR-26b-5p. For instance, the up-regulation of circulating miR-21-5p in the plasma of human endurance athletes has been reported [10–15], as well as in circulating peripheral blood mononuclear cells [44] and blood cells [45] upon exercise. Moreover, miR-16 had been shown to target specific genes involved in the Janus kinase-signal transducer and activator of transcription (STAT) pathway during exercise while modifying neutrophil immune function [46]. Although there is limited understanding of the role let-7 plays in the molecular pathways involved in the endurance exercise, it has been shown that let-7 might inhibit the pro-inflammatory IL6 expression indirectly through the NFκB pathway and can increase signaling pathway such as STAT [47]. Because the let-7 family has been detected in the horse liver, heart and muscles [48], further studies are needed to decipher whether let-7 might be biomarker of muscle damage, myocardial injury or endotoxemia during equine endurance events.

While this study provides novel insight into the dynamic changes that metabolome, transcriptome and miRNome undergo during endurance exercise, it also has some limitations. First, the overall experimental sample size was small (*n* = 10). Second, the metabolome profiles in the current work contained only 54 variables per spectrum, much fewer compared to the gene and miRNA expression profiling. Third, the presented regulatory network significantly depends on knowledge about the biochemical pathways structure and involved regulatory interactions described in the human literature. Fourth, working with large *p,* and small *n* was computationally challenging and rendered a more difficult interpretation of the relevant variables that provided more insight into the adaptation response of endurance exercise.

Nevertheless, our results suggest that this small sample size was appropriate because the true effects of endurance exercise being estimated were genuinely large enough to be reliably observed in the blood. Additionally, our results show that the limited number of metabolites measured was highly informative about the energy and redox status of the animals, as well as the protein catabolism and LPS-induced immune responses. Furthermore, we also demonstrated that although metabolites did not fit as neatly into the direct relationships of gene-transcript-protein [49] and that transcripts and metabolites may not be synchronized in time, the physiological relevance of metabolite variation can be examined through the relationships between the transcript levels of different enzymes and their up or downstream metabolites.

Finally, using a larger and independent cohort of endurance horses and MFA method, we were able to replicate the results observed in the small set of animals and confirm that the integrated analysis of different “omic” layers without a priori information provides more insights into the adaptive regulatory mechanisms to endurance exercise than any layer could by itself, highlighting the complementarity of an integrative approach. 

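The transcriptome of the validation set changed much as that of the experimental set did. In the validation set, 7687 of 17403 gene names tested (44.2%) differed between T1 and T0 at an adjusted p under 0.05 (limma), 3526 over-expressed and 4161 under-expressed. The number was 7208 with scan day as a block and 7125 with sex as a covariate, and it was 5391 with only the horses named in the paper's figures, where r between the sets was 0.901. Across the 17137 genes tested in both sets, which are not independent replicates, the log2 fold changes had a Pearson r of 0.928 and a Spearman rho of 0.912, and 87.6% had the same sign. Of the 1744 genes that passed in the experimental set and were tested in the validation set, 1741 changed in the same direction and 1676 passed in both, all in the same direction. Without a filter on dim probes, r was 0.819. The sets share no arrays and no horses. In a single limma model of all 26 arrays with the horse as a random block, none of 19396 gene names had a change that differed between the sets at an adjusted p under 0.05, and 157 had an unadjusted p under 0.05. From its MFA of this cohort, the paper concludes that the results of the small set were replicated.

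**Figure D3:**
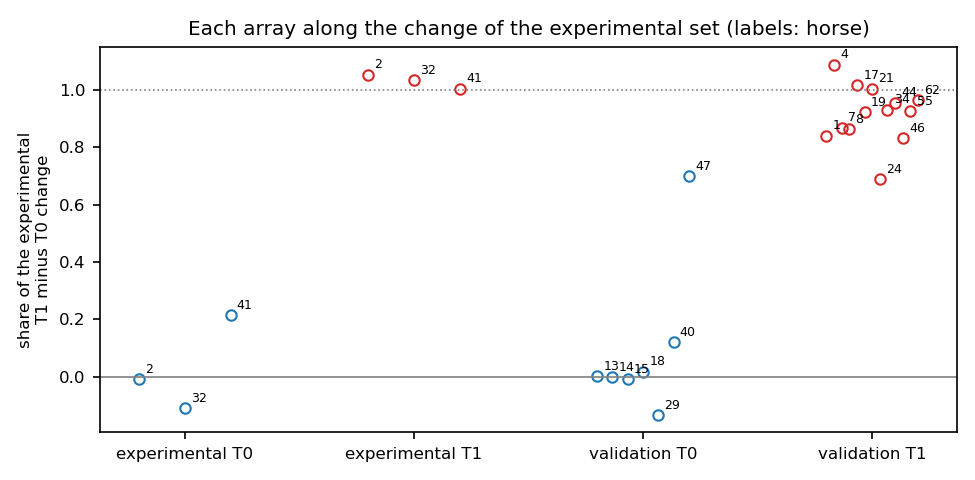
Share of the mean T1 minus T0 change of the experimental set seen on each array (vertical axis, where 0 is the mean of the other validation horses at T0 and 1 the full change), by set and time point, with the number of the horse beside each point. The validation T1 arrays lie between 0.689 and 1.09, and the validation T0 arrays between -0.133 and 0.121 apart from horse 47 at 0.699.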

MFA method could be considered a useful approach to overcome computational issues when *p* > *n* and to display a low-dimensional projection of the data highlighting the main sources of variability.

## Conclusions

Our study highlights the potential of a systems-based approach for discovering the interactions between blood metabolome, transcriptome, and miRNome, which cannot be detected when analyzing single metabolites or transcripts. We were able to construct a regulatory network of 11 metabolites, 263 metabolic genes and 5 miRNAs whose expression was significantly altered at T1 (post- endurance competition) relative to T0 (baseline, pre- endurance competition). This network underlines essential adaptations necessary for homeostasis and performance during endurance exercise (i.e. energy sensing through FoxO and glucagon signaling pathways, as well as via activation of the mitochondrial oxidative phosphorylation system and AMPK system). Remarkably, the “omic” integration showed that lactate and glucose metabolites were enriched by genes that coded proteins likely involved in LPS-induced pro-inflammatory pathway, whereas glutamate and tyrosine were associated with genes that regulate the control and removal of ROS and RONS molecules.

In an independent cohort of 31 horses, multiple factor analysis confirmed the physiological adaptation to physical exertion through genes associated with LPS-induced immune responses and oxidative stress, as well as miR-21-5p, miR-16-5p, and let-7 family. Multiple factor analysis also shed light on key metabolomic and transcriptomic processes that occur in horses during endurance exercise, as well as potential transcriptomic markers at basal time for elimination during the endurance competition.

Integrating results from circulating plasma metabolites, transcriptome and miRNome derived from whole blood allowed us to (i) confirm that strenuous exercise in horses leads to coordinated transcriptome and metabolome reactions at a systemic level, increasing the metabolic rate, the production of reactive oxygen species, inflammation and compromising antioxidant defense system, (ii) identify potential candidate biomarkers at basal time that could predict the likelihood for failure to finish an endurance ride; and (iii) provide a basis for future studies to gain novel insights into the regulatory mechanisms that control physiological adaptations to endurance exercise.

## Methods

### Animals and samples

The data sets used for metabolome, transcriptome, and miRNome analysis have already been published by Le Moyec et al. [19] and Mach et al. [8].

Le Moyec et al. [19] evaluated the effects of long endurance exercise on the plasma metabolomic profiles, whereas Mach et al. [8] identified the whole blood miRNA-mRNA relationships specifically regulated by endurance exercise in the same horses. Altogether, we selected samples from a total of 41 pure-breed or half-breed Arabian horses (13 females and 28 geldings; mean ± SEM age: 9.7 ± 1.5) participating in a 160 km endurance competition. All horses were recruited on a volunteer basis in three different French competitions (see Additional file 1). For each of these 41 horses, the combined metabolome, transcriptome, and miRNome profiles were available. To ensure sample homogeneity, the participating horses were subjected to the same management practices throughout the endurance competition and passed the International Equestrian Federation (FEI)’s compulsory examination before the start. Animals were fed 2–3 h before the start of the endurance competition with ad libitum hay and 1 kg of concentrate pellets. During the endurance competition, all the animals underwent veterinary checks every 20 to 40 km, followed by recovery periods of 40 to 50 min (in accordance with the FEI rules of endurance riding). After each vet gate check, animals were provided with ad libitum water and hay and a small amount of concentrate pellets. The median winning speed over the entire endurance competition was 15.76 ± 1.04 km/h.

In our study, the 41 horses were divided into two non-overlapping sets: the experimental set and the validation set. The validation set came from an independent cohort of animals, to ensure that the observed effects were reproducible in a broader context. The experimental set included 10 horses sampled before the 160 km endurance competition (T0, baseline) and post- endurance competition (T1).

The validation set included 13 horses sampled solely at T0 and 18 other horses sampled solely at T1. Among the horses sampled at T0, three animals finished the endurance competition, while ten horses failed a vet gate check for lameness, metabolic disorders or tiredness (see Additional file 1). All horses sampled at T1 completed the endurance competition.

Blood samples for metabolome, transcriptome, and miRNome profiling were obtained from the jugular vein at rest (Basal, T0) and/or immediately after the end of the competition (T1). Pretreatment of the blood samples was carried out immediately after the collection because field conditions provided access to refrigeration and electrical power supply. Briefly, whole blood samples from each horse were collected in sodium fluoride and oxalate tubes for metabolome profiling in order to inhibit further glycolysis that may increase lactate levels after sampling. Whole blood drawn for plasma generation was refrigerated immediately at 4 °C to minimize the metabolic activity of cells and enzymes and kept the metabolite pattern almost stable. Clotting time at 4 °C was strictly controlled for all samples to avoid cell lyses that affect metabolome components. After clotting at 4 °C, the plasma was separated from the blood cells and subsequently transported to the lab at 4 °C and frozen at -80 °C (no more than 5 h later, in all cases). Additionally, blood samples were collected in dry tubes at the end of the endurance event for the biochemical analysis. After clotting at room temperature, the tubes were centrifuged and the harvested serum was stored at 4 °C until analysis (no more than 48 later, in all cases). PAXgene Blood RNA tubes (Qiagen, Hilden, Germany) were used for transcriptome and miRNome profiling. They were kept at room temperature for no more than 5 h in all cases, and stored at -80 °C until analysis.

### ^1^H NMR data acquisition and statistical analysis

The ^1^H NMR spectra were acquired with a Bruker® Advance II spectrometer (Bruker BioSpin, Wissembourg, France) operating at 500 MHz and using a standard water-suppressed 1D spectrum (NOESY1D) sequence for the preservation of lipid signal intensities.

The methods for sample preparation, data acquisition, data quality control, spectroscopic data-pre-processing, and data pre-processing including peak alignment, scaling and normalization are broadly explained elsewhere [19]. In contrast to Le Moyec et al. [19], where *in silico* metabolite identification and statistics were done by the MATLAB commercial program, we used different open-source R packages, allowing automated qualitative and quantitative metabolite characterization, calculation of spatial significance and, importantly, metabolite pathway analysis.

Peaks with just one non-zero intensity (single mass events) were removed from the normalized matrix. Additionally, a metabolite peak was considered to be detectable only if it was expressed in at least 50% of the experimental samples. The metabolite identification was then performed by using structure message of metabolites acquired from other available biochemical databases, such as human metabolome database (HMD), http://www.hmdb.ca; KEGG, http://www.genome.jp/kegg/; METLIN, http://metlin.scripps.edu/; Chemical Entities of Biological Interest (http://www.ebi.ac.uk/Databases/); and Lipidmaps (http://www.lipidmaps.org/). Metabolite assignment of each peak was considered when chemical shifts of peaks in the samples were the same as in the publicly available reference databases (with a shift tolerance level of ± 0.005 ppm), in order to counter-act the effects of measurements and pre-processing variability introduced by factors such as pH values and solvents. A manual curation for identified compounds was done by an expert in horse metabolomics [19, 20]. Afterwards, the relative abundance of each metabolite was calculated as the area of the peak [50].

Exploratory analysis of the metabolites signals were first performed by PCA, which displays the internal structure of data sets in an unbiased manner and reduces data dimensionality through linear combinations of the original variables. A PCA score plot was used to reveal the presence of outliers outside the 95% significance region of ellipse (i.e., strong outliers). Interclass PCA of plasma metabolites with pre and post- endurance competition samples as an instrumental variable was also performed, based on a Monte Carlo test with 999 replicates. Unsupervised and supervised methods were performed with a toolbox to explore NMR metabolomic data sets in the R environment [51]. Then, we performed supervised projections to latent structures-Discriminant Analysis (PLS-DA) and the OPLS analysis, which integrates an orthogonal signal correction (OSC) to identify and characterize metabolic changes induced by endurance exercise. The OSC-correction approach was conducted using DeviumWeb R package; (https://github.com/dgrapov/DeviumWeb) [52].

By extracting variation from its computed partial least squares (PLS) components that is uncorrelated (orthogonal) to the responses, OPLS produces a more interpretable regression model compared to PLS [53]. Loading plots combining the reliability and correlation from the OPLS models were used to identify differential metabolites among the pre and post- endurance competition samples. In the loading plots, signals with a positive direction corresponded to metabolites that were present at high concentrations at T1. The negative direction indicated a negative direction of metabolite values at T1. A high loading score means that the metabolite in question has an excellent ability to separate pre and post-endurance competition samples. Importantly, only metabolites with loadings plots different from zero along any OPLS principal component axis were considered to have a contribution to the model. These metabolites were considered to be biological relevant and suitable for downstream analysis.

The 10-fold within model cross validation and permutation Monte Carlo testing (*n* = 1,000) were applied for internal validation of the Q^2^, R^2^ and the RMSEP values, which represent the predictability of the model, the explained variance and the error, respectively. The firmness of the model was evaluated with R^2^ outcomes and the precision of the prediction (Q^2^).

Complementary to the multivariate statistical methods to identify metabolites that were statistically different between T0 and T1 samples, analysis of variance (ANOVA) was performed to delineate whether there was a significant difference between the average values of metabolites normalized intensities between pre and post- endurance competition samples. Because of the multiple testing issues, Bonferroni corrected *P*-values were calculated. A significance level of corrected *p* < 0.05 was accepted.

This data is available at the NIH Common Fund’s Data Repository and Coordinating Center (supported by NIH grant, U01-DK097430) website, http://www.metabolomicsworkbench.org), where it has been assigned a Metabolomics Workbench Project ID: (UrqK1489). The data is directly accessible at: http://dev.metabolomicsworkbench.org:22222/data/DRCCMetadata.php?Mode=Study&DataMode=AllData&StudyID=ST000503&StudyType=NMR&ResultType=2&access=UrqK1489#DataTabs

### Metabolic pathway construction

Metabolic pathways were constructed according to pathway analysis on Metpa (freely available at http://metpa.metabolomics.ca). Metpa high-level functional analysis is organism specific. Because the metabolite pathways for *Equus caballus* do not currently exist, the enrichment analysis was performed using *Homo sapiens* metabolite sets.

The MetPA’s pathway’s topological analysis is based on the centrality measures of a metabolite in a given metabolic network [54]. Centrality is a local quantitative measure of the position of a node relative to the other nodes, and is often used to estimate a node’s relative importance or role in network organization [54]. Since metabolic networks are directed graphs, MetPA uses relative betweenness centrality and out degree centrality measures to calculate compound importance. The impact of a pathway is calculated as the sum of the importance measures of the matched metabolites normalized by the sum of the importance measures of all metabolites in each pathway [54].

### RNA isolation, microarray experiments and mRNA and miRNA statistical analysis

Transcriptome and miRNome profiling were performed using Agilent microarrays as described earlier [8]. All the transcriptome and miRNome pre-processing, normalization and statistical analysis steps were carried out as described elsewhere [8]. In contrast to the Mach et al. [8] study, the *p*-values were corrected for multiple testing using the Benjamini and Hochberg method with a threshold of adjusted *p* < 0.05, as a compromise between the unadjusted analysis and the Bonferroni procedures.

The data sets supporting the conclusions of this article are available in the Gene Expression Omnibus (GEO) repository, [GSE73104; (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE73104].

### Regulatory network of metabolites, metabolic genes and miRNAs: enrichment analysis

The underlying assumption behind the enrichment analysis is that by combining the evidence based on changes in both gene expression and metabolite concentrations, one is more likely to pinpoint the metabolites and pathways involved in the underlying biological processes during endurance exercise. The power of this approach is that such models can provide non-intuitive metabolic and physiological hypothesis [55].

First of all, we converted the equine Ensembl gene IDs to their orthologous associated *Homo sapiens* gene IDs through the Biomart retrieval tool (Ensembl release 83; http://www.ensembl.org/biomart/).

Then after, for each metabolite with a loading different from zero along any OPLS principal component axis, we identified all the metabolic pathways that the given metabolite participates in through the KEGGREST package in R (*Homo sapiens,* [hsa] organism). We retrieved the list of genes that encode proteins that participate in the reaction steps around the given metabolic pathway (using the KeggGet function from the KEGGREST package in R). The enzyme-encoding genes whose protein products participate in the metabolic reaction of a given metabolite are referred to here as metabolic genes. We considered metabolic genes as targets of a specific metabolite when they were operating in the metabolic pathways that the metabolite participates in. Each metabolite may be associated with multiple metabolic pathways, and each metabolic gene may be involved in several metabolic pathways.

To investigate the metabolites, transcripts and pathways with more biological relevance during the endurance exercise, we used two complementary statistical approaches. For each of the metabolites presenting at least one metabolic pathway with one coding metabolic gene, we performed: (i) the hypergeometric test for enrichment in target metabolic genes correlated with the metabolite; and (ii) the generalization of the hypergeometric test. Both methods were implemented on the experimental set of ten animals. For the hypergeometric test, we performed a pair-wise Pearson correlation analysis of the expression levels of DEGs and the expression levels of metabolites presenting at least one target metabolic gene. Subsequently, we subtracted the set of correlated metabolites-DEGs with r | > 0.5|; with a *p* < 0.05. We next looked at whether the metabolic target genes were over-represented when compared with the other genes in the transcriptome. Benjamini and Hochberg correction [56] for multiple testing was applied to the *p*-values obtained (false discovery rate (FDR) < 0.10).

Moreover, in order to address the hypergeometric test’s lack of power when the numbers of metabolic target genes for a given metabolite was very small, we also implemented a variant of the hypergeometric test. In this variant, we tested for enrichment in metabolic target genes by selecting DEGs regardless of the sign and value of their correlation with the metabolite. When considering a given metabolite with at least one metabolic target gene, we looked at whether their metabolic target genes presented smaller *p*-values than the other genes in the transcriptome using a one-sided Wilcoxon rank sum test (implemented with the “wilcox.test” function in R). The FDR was determined to correct for multiple testing. Lastly, only metabolites that were significant either in the hypergeometric test or its generalization after correction for multiple testing (FDR < 0.1) were analyzed further. The FDR was set to 0.1 in order to retain as many biological functions as possible.

### Identification of miRNAs involved in the regulation of the identified metabolite-metabolic target genes regulatory network

The multiMiR package in R was used to identify potential miRNAs regulating the metabolic target genes included in the regulatory network [57]. For each miRNA expressed in our data set, we assembled a comprehensive list of all experimentally validated target genes using the multiMiR package in R. multiMiR is a comprehensive collection of predicted and validated miRNA–target interactions and their associations with diseases and drugs [58]. It contains human and murine data from 14 external databases that are categorized into three components, including three validated miRNA–target databases (miRecords, miRTarBase and TarBase), eight predicted miRNA–target databases (DIANA-microT, ElMMo, MicroCosm, miRanda, miRDB, PicTar, PITA and TargetScan), and three disease- or drug-related miRNA databases (miR2Disease, Pharmaco-miR and PhenomiR) [58]. Subsequently, we subtracted the set of miRNAs presenting at least one metabolic target gene within our regulatory network.

### Regulatory impact factors analysis to unravel the transcription regulation within the regulatory network

The RIF metric [28, 29] was used to identify transcription factors and miRNAs regulators within the set of DEGs. RIF method contrasts two conditions (e.g., case vs. control) and provides a metric to each regulator considering the change in co-expression between the regulator and DEGs. In this study, we focused on genes whose expression was significantly altered at T1 relative to T0, with an adjusted *p* < 0.05, and we used them as putative regulators for all transcription factors reported by Vaquerizas et al. [59] and the 362 miRNAs expressed in the custom microarray (Additional file 14). The method estimated two RIF alternative measures (RIF1 and RIF2). RIF1 provides information of those regulators that are consistently more differentially co-expressed with the highly abundant and the highly differentially expressed genes. RIF2 scores each regulator considering the most altered ability to act as predictors of the abundance of DEGs.

### Multiple factor analysis in an independent cohort of 31 horses

The MFA [60] was applied as an exploratory analysis of the metabolome, transcriptome, and miRNome using FactoMineR [61] R package. MFA was applied in our independent cohort of animals (*n* = 31) to model complex biological interaction in a holistic manner and identify potential biomarkers with a functional readout of the cellular state. MFA is an extension of PCA tailored to handle multiple data tables that measure sets of variables collected on the same individuals. MFA proceeds in three steps: first, it computes a PCA of each subset of variables and ‘normalizes’ each data table by dividing all its elements by the first singular value obtained from its PCA. In other words, it weights each data table to account from different variances among groups. Second, all the normalized data tables are aggregated into a grand data table that is analyzed via a (non-normalized) PCA that gives a set of factor scores for the observations and loadings for the variables. Third, in order to identify the contribution of each data set to the total variance, that is, to what extent each data set deviates or agrees with what the majority of data sets support, MFA projects a superimposed representation of individuals with each group of data and its barycenter. MFA also provides a measurement of similarity between the geometrical representations derived from each group of variables though a RV coefficient, which is a multivariate generalization of the Pearson correlation coefficient. For each pair of “omic” data sets, the RV-coefficient is calculated as the total co-inertia (sum of eigenvalues of co-inertia, i.e. sum of eigenvalues of the product of two cross product matrices) divided by the square root of the product of the squared total inertia (sum of the eigenvalues) from the individual analysis. As the co-structure between two data sets increases, the RV score move towards to 1. A zero RV score indicates no similarity.

## Additional files

Additional file 1: The horses’ morphological and physiological parameters.
Additional file 2: Biochemical parameters obtained from 41 blood samples collected after the 160 km endurance competition. Samples were obtained for ten horses from the experimental set and 31 horses from the validation set.
Additional file 3:
^1^H NMR metabolites present in the plasma of horses following endurance exercise.
Additional file 4: Figure S1. Differential metabolite expression profiles in plasma. (A) PCA of metabolites in plasma when comparing T1 with T0. The first axis accounted for 27.91% of the total variance, and the first two components accounted for 79.79% of the total variance (*p* < 0.05); (B) PLS-DA plot scores. Discrimination in the first and second component indicates metabolic differences between pre and post- endurance competition samples. In all cases, individual horses are represented as purple dots (for T0) and green dots (for T1); (C) OPLS-loading plot represents the enhanced metabolites in plasma in pre- and post- endurance competition samples. A positive loading score indicated there was a relatively greater concentration of metabolite present in post- endurance competition samples and a negative loading score indicated a relatively lower concentration, with respect to pre- endurance competition samples.
Additional file 5: Figure S2. Unsupervised analysis on metabolite expression profiles in plasma. (A) Correlation network with a threshold of 0.8 between the metabolites; (B) Heatmap image of the correlations; (C) Boxplot of the expression of the main metabolites in plasma. Individual horses are represented as purple color (for T0) and green color (for T1). *, **, *** denote statistical significance at the 0.10, 0.05 and 0.001 level respectively, after multiple testing correction using the Bonferroni method.
Additional file 6: Figure S3. A functional map of the metabolites affected by the endurance exercise. The metabolic pathways were constructed according to pathway analysis on Metpa. The size of the node corresponds to the statistical significance of the enrichment term together with the impact.
Additional file 7: Differentially expressed genes in 10 animals following endurance exercise (a 160 km endurance competition).
Additional file 8: Differentially expressed miRNAs in 10 animals following endurance exercise (a 160 km endurance competition).
Additional file 9: Figure S4. Overview of the data analysis. Step 1: a linear model analysis of DEGs and DEmiRNAs and a supervised analysis of metabolites. Step 2: determination of the corresponding gene ontology (GO) terms, Kyoto encyclopedia of genes and genomes (KEGG) pathways and TFs and miRNAs regulating the DEGs. Step 3: selection of metabolic target genes involved in the pathways that metabolites participate in. Step 4: generation of the correlation matrix for DEGs and metabolites (in the hypergeometric test only). Step 5: the enrichment test (using the hypergeometric test or its generalization) used to select candidate-enriched metabolites. Step 6: the functional regulatory network analysis (TFs and miRNAs); Step 7: validation of the regulatory network, using an independent cohort and multiple factor analysis.
Additional file 10: Enriched metabolites.
Additional file 11: RIF scores according to RIF1 or RIF2 for transcription factors and miRNAs. Only molecules with RIF *z*-scores < −1.40 or > 1.40 are described.
Additional file 12: Factor scores of multiple factor analysis for the observations on the axis 1 and 2 in the validation set at T0.
Additional file 13: Factor scores of multiple factor analysis for the observations on the axis 1 and 2 in the validation set at T1.
Additional file 14: Expressed miRNAs.

## Abbreviations

^1^H NMR: Proton nuclear magnetic resonance
ACAB: Acetyl-CoA carboxylase
ACSS: Acyl-CoA synthetase short-chain family
AHCTF1: AT-hook containing transcription factor 1
AMPK: Activated protein kinase
ANOVA: Analysis of variance
ATP5: ATP Synthase, H+ Transporting, Mitochondrial F1 Complex
BCL6: B-cell lymphoma 6 protein
COPR5: Histone binding protein 5
COX: Cytochrome oxidase subunits
CREBBP: CREB Binding Protein
DEGs: Differentially expressed genes
DEmiRNAs: miRNAs differentially expressed
EP300: E1A binding protein P3
F-1: 6-BP, Fructose-1,6- bisphosphate
F-6-P: Fructose 6-phosphate
FDR: False discovery rate
FEI: International Equestrian Federation
FoxO: Forkhead box protein O
G-6-P: Glucose 6-phosphate
GEO: Gene expression Omnibus
GO: Gene ontology
GSH: Reduced glutathione
GSSG: Oxidized glutathione
GSTK1: GST-kappa 1
GTS: Glutathione S-transferase
HIF1A: Hypoxia-inducible factor A
HMD: Human metabolome database
HPA: Hypothalamus-pituitary-adrenal
HSF1: Stress-induced heat-shock factor 1
IFN: Interferon-alpha
IFNGR-1: Interferon-gamma receptor, ligand-binding chain (alpha)
IL: Interleukin
IRAK2: Interleukin-1 receptor-associated kinase-like 2
KEGG: Kyoto encyclopedia of genes and genomes
LPS: Lipopolysaccharides
MAF: Multiple factor analysis
MGST: Microsomal GST-kappa 1
MRPL22: Mitochondrial ribosomal protein L22
MRPL35: Mitochondrial ribosomal protein L35
ND: NADH: ubiquinone oxidoreductase core subunits
NDUFB5: NADH dehydrogenase (ubiquinone) 1 beta sub-complex 5
NFkβ: Nuclear factor kappa beta
NOESY1D: Standard water-suppressed 1D spectrum
OPLS: Orthogonal projections to latent structures
OSC: Orthogonal signal correction
OXPHOS: Oxidative phosphorylation
PC: Principal component 1
PCA: Principle component analysis
PEP: Phosphoenolpyruvate
PLS: Partial least squares
PLS-DA: Latent structures-discriminant analysis
POLR2I: RNA polymerase 21-kDA subunit
R-5-P: Ribose-5-phosphate.
RBL2: Retinoblastoma-Like 2
RIF: Regulatory impact factor
RMSEP: Root mean square error of prediction
RONS: Nitrogen oxide species
ROS: Reactive oxygen species
SAA: Serum amyloid protein
SAT2: N1-acetyltransferase family member 2
SIRT1: Sirtuin 1
SSBP1: Mitochondrial single-stranded DNA-binding protein
STAT3: Activator of transcription 3
T0: Baseline, pre-endurance competition
T1: Post- endurance competition
TCA: Tricarboxylic acid
TF: Transcription factor
TLR4: Toll-like receptor 4
TNFAIP3: TNF alpha induced protein 3
TOR3A: Torsin 3A
TRIM65: Tripartite motif containing 65
UBE3C: E3 ligases
VAMP: Vesicle-associated membrane protein 5

How the deposited data were processed for this re-analysis (not part of the article)

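Whole-blood mRNA was measured on Agilent equine arrays of 1 colour in 26 samples of 23 horses: 3 experimental horses at T0 and at T1, 7 validation horses at T0 and 13 validation horses at T1. Samples were grouped by the set, horse and time point of their labels, and the sex of each horse was taken from the same labels. The outcome of the competition was taken from the paper's methods and from Fig. 4 with its legend, and horses whose outcome at T0 could not be read there were left out of the comparison of outcomes. The metabolite and miRNA data of the study were not part of these files, so that the regulatory network and the MFA could not be repeated.

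The authors' scanner files hold an intensity for each spot, made by Agilent's Feature Extraction, which subtracted a background, removed spatial trends and did not normalize between arrays. The deposited series table holds log2 values, and within each array their order is that of the median signal minus the local background median, with nearly equal quantiles between arrays, so that they were read as quantile normalized. Each array had 45220 spots. Control spots and 386 spots marked as outliers over all arrays were left out, and 431 saturated spots, all on the array of validation horse 34 at T1, were kept. The largest signal on that array, which was scanned in 1 pass, was 88003, and it was at least 561184 on each of the others. The 384 probes spotted more than once were averaged. The 75th percentile of each array, between 8.74 and 9.76 on the log2 scale, was subtracted from its log2 signals. Of 24415 gene names, 16401 had a single probe, and for the others the probe with the highest mean over the 26 arrays was used. Between 60.2% and 75.3% of the probes (median 68.2%) were well above background per array, and the number of arrays limits the precision. The arrays lay on 18 slides and were scanned in 8 batches by day.

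Gene names were tested where they were well above background on at least 3 arrays of the comparison, or on at least 7 in the validation set. Comparisons were made with limma 3.58.1 (statmod 1.5.0, data.table 1.17.8) in R 4.3.3, with p-values adjusted over all genes tested by the method of Benjamini and Hochberg and a threshold of 0.05. T1 was compared with T0 in the experimental set with the horse as a fixed block and in the validation set without a block. The difference between the sets was tested in a single fit of all 26 arrays with the horse as a random block, whose consensus correlation was -0.0695. The labels give each pair of experimental arrays the same animal. As a check of the pairing, the deviations of a horse's T0 and T1 arrays from their group means were correlated across genes, with r of -0.00866 in horse 2, 0.213 in horse 32 and 0.191 in horse 41. Eliminated horses were compared with finishing horses at T0, and validation horses with experimental horses at T1, without a block.

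Gene sets were tested with fry, and with camera under a preset and an estimated correlation, all in limma. The sets were the 11 OXPHOS genes that the text names and 8 lists of markers of blood cells (neutrophil, immature neutrophil granule, T cell, B cell, NK cell, monocyte, platelet and erythroid). *CXCR1*, *FPR1*, *CAMP*, *ELANE*, *CD5*, *PF4*, *GP1BB* and *HBA1* were among the genes of these lists with no probe, and *XIST*, which was to serve as a check of sex, had none either. A score is the mean log2 level of a list's genes on an array. The share of the experimental change on an array is the projection of its difference from the mean of the other validation T0 horses, horse 47 excluded, onto the T1 minus T0 change of the experimental set. Principal components were computed on centred genes of unit variance, for each time point of the validation set. Correlations and group differences of single values were tested by exact permutation, or with 100000 resamples for correlations across more than 9 horses, in R or in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3. Plots were drawn with matplotlib 3.10.9.

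The genes named are every gene that the paper's text or legends name and the array carries, those starred in Fig. 4d and 4e, and the 5 gene names with a symbol that rose most and the 5 that fell most among those past the threshold in the experimental set with the same direction in all 3 horses. Where a symbol had several gene names, the brightest was used. This rule, the lists, the comparisons and most of the alternatives were chosen before the data were examined. The alternatives were normexp background correction (offset 50) with quantile normalization, quantile normalization of the processed signal, the series values, no filter, a filter on every array, the mean of a gene's probes, no replicate block, all 26 arrays in a single fit, only the horses named in figures, scan day, slide or sex as a further term, and each experimental horse, or each horse of known outcome at T0, left out in turn. Of the paper's table of DEGs, 1997 genes were held and 5680 were not.

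The tests were also run on simulated data in which 200 genes had been changed. In the experimental design 75.5% of them were found at a log2 change of 3, and 5.03% of the calls were false. In the validation design 86.5% were found at a change of 1.5 (false share of the calls 5.98%). The shares found were 80.5% for the difference between the sets (false share 6.94%) and 96.5% for the sets at T1 (6.76%), at a change of 3, and 95% for the outcomes (7.32%), at a change of 5. A list of 11 genes lowered by 1 in the experimental design had a fry p of 0.0095, and 5 of 100 lists of unchanged genes fell under 0.05. The simulated genes varied independently of each other. These values therefore do not carry over to lists of correlated genes or to smaller changes, such as the OXPHOS median of -0.36.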

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

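The tests of a swap and of a wrong time label for horse 47, and the tests of sex, of outcome and of scan day for the genes that differed between outcomes, were chosen only after the result was seen.

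The array of horse 47, sampled at T0 in the validation set, lay far from the other 6 T0 horses on 4 of 43 groups of values examined for a sample far from the others, where chance gives about 1 group in 20, and the 4 measures are not independent. Its first principal component over all arrays (31.7% of the variance) was -15.25, against 69.03 to 121.7 in the others. Its share of the experimental T1 minus T0 change was 0.699, against -0.133 to 0.121. Its neutrophil score was 5.467, against 3.629 to 4.06, and its immature neutrophil granule score was 0.845, against -2.107 to -0.972. A low-quality array is argued against by the 70.5% of its probes that were well above background, inside the range of the T0 group (66.5% to 71.2%). A swap with a validation T1 array would leave an array with a share near that of the other T0 horses among the T1 horses, and the smallest share there was 0.689. A scan-day batch would shift the other arrays of its day, and all 3 of them had a share no higher than the rest of their groups. A wrong time label or a swap with a sample outside these arrays stays open, since its share of 0.699 lies at the low end of the range of the T1 horses (0.689 to 1.09). RNA of both time points mixed in 1 sample also stays open. A mixture would give the same share from rising as from falling genes, apart from the variation between horses. The share estimated from 357 rising genes was 0.633 and that from 681 falling genes 0.812. Their difference of -0.179 lies inside the range of the T1 horses (-0.201 to 0.38, mean 0.0476, SD 0.211), so that it neither supports nor excludes a mixture. A wrong label, a mixed sample and a horse whose blood had changed before the start cannot be told apart with a single array of this horse, and no biological explanation was tested. Without horse 47, 8315 gene names passed in the validation set in place of 7687.

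In limma, 7 of 17159 gene names differed between eliminated and finishing horses at T0, all lower in the 2 eliminated horses, and 219 had an unadjusted p under 0.05. The paper does not discuss them, and they are named here after their values were seen. *EPCAM* was at least 92.9-fold lower, the transcript JL617082 at least 79.1-fold, CX603680 at least 30.1-fold, *KDM5D* at least 10.6-fold and the probe A_69_P102951 at least 2.30-fold, each well above background in neither eliminated horse. DN511173 had a fitted log2 difference of -7.51, with 1 of the 2 eliminated horses well above background, so that its size is uncertain, and JL616107 one of -3.91. The number of calls was 3 without the eliminated horse 14, 1 without horse 29 and 9 without the finishing horse 32. Both eliminated horses were females and all 4 finishing horses were geldings. The T1 arrays of 3 females and 10 geldings came from horses that were no part of the comparison of outcomes, and among them each of the 7 genes had a lower mean in the females. The exact permutation p was 0.0035 for JL617082, CX603680, *KDM5D* and JL616107 (286 splits), 0.035 for A_69_P102951, 0.189 for DN511173 and 0.336 for *EPCAM*. For sex of the horses, the first 4 passed after Holm's adjustment over all 7 genes (p = 0.0245), so that sex fits for these 4. On all 26 arrays, every female lay below every gelding on each of them, with -7.44 at the highest in females and -1.30 at the lowest in geldings for JL617082, and -3.50 and -1.34 for JL616107. Outcome of the horses alone is argued against for these 4 genes, since both T1 females that finished lay below every gelding on all 4 (-7.44 or lower for JL617082, against a mean of -7.97 in the eliminated horses). The scan-day batch is also argued against for them, since the scan-day means of T1 geldings spanned at most 24.3% of the difference between outcomes. For *EPCAM*, DN511173 and A_69_P102951, sex did not pass after the adjustment (smallest p = 0.105), and levels as low occurred in geldings at T1 for the first of these, -7.58 at the lowest. The finishing females at T1 lay below every gelding on 2 of these 3 genes, and 2 of the 3 had scan-day means among T1 geldings that differed by as much as the outcomes did. At T0, the female of unknown outcome, horse 15, lay below all 3 geldings of unknown outcome on each of the 7 genes, with -6.61 against at least 0.04 for *EPCAM* and -5.59 against at least 0.91 for DN511173. A label of Fig. 4a in the colour of eliminated horses could belong to horse 13 or 18, both among these geldings, so that an eliminated gelding would be among those with high levels if it was read correctly. Sex, scan day and outcome cannot be told apart for *EPCAM*, DN511173 and A_69_P102951, because the tests of the 3 genes go both ways, the eliminated horses were all females and the outcome of the other T0 horses is not known.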

How the results depend on the processing

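Of the alternatives, scan day as a further term in the fit of all 26 arrays and at T1, the fits without validation horses 47 and 34, and the removal of scan-day means from the correlations were chosen only after the data were seen.

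The number of gene names that passed in the experimental set (1777) depended on the filter, the samples in the fit and the horses. It was 46 with no filter, where more dim genes were tested, 2842 with the filter on every array and 2713 with all 26 arrays in a single fit, and it ranged from 173 to 2982 when each horse was left out. It stayed within 1.5 times for normexp background correction (2385), quantile normalization (2035), the series values (2237), the mean of probes (1763) and the unpaired fit with no replicate block (1785). Scan day as a further term in the fit of all 26 arrays lowered the number from 2713 to 1552 and that of the under-expressed from 1041 to 371. The fits without a horse hold 2 horses and few residual degrees of freedom. The number in the validation set (7687) ranged from 5391 with only the horses named in figures to 8315 without horse 47. No gene passed for the difference between the sets (limma; 157 at an unadjusted p under 0.05) under any alternative run, the one with no replicate block included. At T1, the sets differed in 0 genes (limma; 715 at an unadjusted p under 0.05) under all alternatives run but those without an experimental horse, which ranged from 0 to 2.

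Between outcomes, the number was 7, and 1 with normexp background correction, with the series values, with the filter on every array and with all T0 arrays in a single fit. It was 56 with the validation horses alone, where the lone finishing horse is assumed to vary like the eliminated pair, and ranged from 1 to 9 when a horse was left out. The difference of *TRIM65* (0.04) became -0.078 with the validation horses alone, -0.034 without the finishing horse 32 and -0.002 without horse 41, in a range from -0.034 to 0.11 over the horses left out. The directions of the other 5 named genes held in all alternatives.

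The median of the OXPHOS genes (-0.36) stayed negative throughout. Its fry p of 0.257 passed the threshold with normexp background correction (-0.635), quantile normalization (-0.657) and the series values (-0.59), and the median of -0.36 also passed in camera with its preset correlation. When each horse was left out it ranged from -0.681 to -0.12. With no replicate block, a fit that is not paired, the fry p was 0.135. Single genes changed sign: without horse 2, *ATP5B* to 0.077, *ND3* to 0.105 and *COX6A1* to 0.055, without horse 41 *COX6A1* to 0.037, and without horse 32 *ACSS3* to -0.34. Over the horses left out, *COX6A1* ranged from -0.368 to 0.055 and *ACSS3* from -0.34 to 0.395.

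Over 41 single genes of the experimental set, 371 values of the alternatives kept direction and side of the threshold, 47 no longer passed, 20 passed only in the alternative and 5 changed sign. Those that no longer passed numbered 14 with no filter, 9 without horse 2, 9 without horse 32, 4 with all 26 arrays, 3 with normexp background correction, 3 with the series values, 2 with quantile normalization, 2 with no replicate block and 1 without horse 41. For the 7 genes of the validation set 52 values held and 3 passed only in the alternative (those of *NDUFB5*). The correlation across genes between the sets (0.928) was 0.819 with no filter, ranged from 0.866 to 0.907 when an experimental horse was left out and otherwise lay between 0.901 and 0.953. The number of blood cell lists past the threshold (12 of 16) ranged from 7 to 9 when an experimental horse was left out and otherwise from 11 to 13, the 13 with no replicate block. Of the 12, 7 were lists of the validation set, which does not change when an experimental horse is left out.

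Of the 7 correlations at T1, between genes that the paper chose in the same horses, 4 passed, and 6 with normexp background correction, quantile normalization or the series values, by Pearson's r. The r of *TLR4* with *NDUFB5* (0.09) became -0.18, -0.152 and -0.156 in these 3 settings. For the components, the median percentile of 22 genes (29.0, with a jackknife standard error of 61.1) lay between 30.3 and 73.6 in the alternatives. With an error this large on a percentile scale, the comparison could hardly show a change. Of the medians of the separate lists, 1 moved by more than its own error with only the horses of Fig. 5a, and 1 without horse 47. Correlations within scan days were not run, since no scan day held 6 T1 horses (the largest held 4). Genes not well above background on every array gave no value under that filter, *GSTK1* and *SAA1* among them. Signal over background limits the genes that were dim at a time point, whose changes shrank under normexp background correction and the series values, to 1.03 and 1.06 for *SAA1*. Apart from these limits and from the number of genes tested or samples fitted, the cause was not tested.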

Differences from the paper's values

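The tests of the components without horse 47 were chosen only after the result was seen, and the other tests in this part were not.

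The paper's number of DEGs in its 10 experimental horses is 7,678, against 1777 in the 3 horses examined here, with the paper's 3,848 over-expressed against 1084 and the paper's 3,830 under-expressed against 693. None of the alternatives set before the data were examined reached these values: the number ranged from 46 to 2982.

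For log2 fold changes, the paper's table gives T0 against T1, and its sign was turned. The spread between horses is the SD of a gene's changes in the 3 horses. The paper's value for *CREBBP* is 1.003, against 1.19 here. The values with normexp background correction (0.99), quantile normalization (1.05) and the series values (1.04) came within that spread. The other alternatives set before the data were examined did not. For *CREBBP* the spread was only 0.06, and the paper's value lies within the SE of 0.31. The paper's value for *IL10* is 0.625, against 1.26, and 0.72 with normexp background correction and 0.75 with the series values came within the spread of this gene, while the others did not. The paper's value for *SAA1* is 0.626, against a fitted 3.35 and a change of at least 8.93-fold, and 1.03 with normexp background correction and 1.06 with the series values came within the spread, while the others did not. The paper's value for *IL22RA2* is 3.592, against a fitted 7.32 and a change of at least 146-fold, and for *OLFM4* the paper's 3.490 stands against 6.63. Normexp background correction (3.61 and 3.72) and the series values (3.73 and 3.91) came within the spread for both genes and the others did not. The paper's value for *FAM47E-STBD1* is 4.020, against 7.71, and no alternative set before the data were examined came within the spread, the nearest being normexp background correction with 4.62. *OLFM4* and *FAM47E-STBD1* were each well above background on 1 of 3 arrays at T0, so that the size of their fitted changes is uncertain. For *MGST1* the reverse held. The paper's 1.693 came within the spread of the 1.33 here, but not of the 1.08 with normexp background correction or the 1.11 with the series values. Of 17 named genes with a value in both, all 17 had the same direction, which follows in part from the 3 horses being among those of the paper's fit.

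The paper states that the OXPHOS system was raised and activated, and its text gives no direction for the RNA of the single genes. All 11 OXPHOS genes of its text were lower at T1 here, with a median log2 fold change of -0.36. None of the 11 passed over all genes tested. The p of the set was 0.257 in limma's fry and depended on the processing. It states an increase of *NDUFB5*, which had log2 fold changes of -0.45 in the experimental and -0.27 in the validation set (adjusted p = 0.445 and 0.214 in limma). The fall in the validation set passed only under other processing. It states that interferon alpha and gamma and *IL6* were up-regulated, and *IFNA1* and *IFNG* were well above background on none of the 6 experimental arrays, while *IL6* had a log2 fold change of 0.38 and an adjusted p of 0.493 in limma.

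Some genes that the paper names as changed or places in its network of DEGs did not pass here, and several of them passed under other settings. *HIF1A* (adjusted p = 0.0545 in limma) passed with normexp background correction (0.0376), the series values (0.0395), the filter on every array (0.0223), no replicate block (0.039) and all 26 arrays (0.0183). *STAT3* (0.0726) passed with normexp background correction (0.0262), the series values (0.0272), the filter on every array (0.0387) and all 26 arrays (0.0138). *RELA* (0.0789) passed with the filter on every array (0.0403) and without horse 41 (0.0353), *IFNGR1* (0.098) with the filter on every array (0.0423) and *MGST3* (0.141) with all 26 arrays (0.0468). *ND5* (0.0715) passed with normexp background correction (0.0183), quantile normalization (0.0356), the series values (0.0213) and the filter on every array (0.0347), *COX5A* (0.256) with normexp background correction (0.027) and the series values (0.0286), and *ATP5O* (0.406) with normexp background correction (0.0497), each as a fall. *FOXO3* (0.182), *ACACB* (0.153), *ACSS2* (0.399) and *ACSS3* (0.915) passed in the experimental set under no setting run. Among the horses of the validation set, *HIF1A* (adjusted p = 6.58e-05 in limma), *STAT3* (0.000541), *RELA* (0.0209), *IFNGR1* (0.0259) and *FOXO3* (0.00201) passed as rises and *MGST3* (0.00838), *ND5* (0.00145), *COX5A* (0.00187) and *ACACB* (0.0183) as falls, each in the direction seen in the experimental set. *ATP5O* (0.0719), *ACSS2* (0.34) and *ACSS3* (0.105) did not pass there.

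The paper states that *POLR2I*, *COPR5*, *SAT2* and *UBE3C* were higher at T0 in eliminated horses after correction, and *TOR3A* and *TRIM65* at a weaker threshold. Here all 6 differences were positive, with adjusted exact permutation p-values of 0.48 for 5 genes and 0.867 for *TRIM65*, in a permutation test that allows no p under 0.0667 for 2 against 4 horses. The p of limma adjusted over these genes was 0.322 for the same 5 and 0.897 for *TRIM65*. The paper states particularly high variability in all layers at T0, read from its MFA plot and not compared with T1. The mean deviation between horses in the gene layer, which is another measure, was 0.554 at T0 and 0.577 at T1. The paper also states correlations of the named genes with the components of its MFA. None of the 22 genes reached them with the same component of the gene layer alone, which is another analysis. *SAT2* (r squared of 0.822) and *AHCTF1* (0.811) reached them with the other component. Without horse 47, an alternative chosen after the data were seen, 2 genes reached them with the same component, *TOR3A* (0.933) and *SAT2* (0.848).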

Other observations

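The counts of other splits for the difference between the sets, for the sets at T1, for the cell lists, for the OXPHOS genes and for the correlation between the sets were chosen only after the result was seen, and the tests of the blood cell mix, of scan day and of the other splits for both T1 against T0 comparisons were not.

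Among other splits of the samples, none of 99 drawn splits of the 20 validation horses into 13 and 7 gave as many gene names past the threshold as the real one (1 of 100 with the real one included; the largest of the others gave 1870), so that chance can be excluded. The same holds for the number of blood cell lists in the validation set (1 of 100) and for the correlation between the sets (1 of 100; the largest of the others was 0.894). In the experimental set only the 4 splits that part every pair were compared, and the real one alone gave any call (1 of 4; the others gave 0). So few splits of 3 horses can not exclude chance on their own. The change of the validation horses, which share no array with this set, had an r of 0.807, 0.822 and 0.692 across genes with that of horses 2, 32 and 41. Of 1744 experimental calls, 1741 had the same direction in the validation set and 1676 passed in both sets. These values argue against chance as the cause of these calls. For the OXPHOS genes 2 of 4 splits gave as large a median, the largest 0.446, and chance can not be excluded for them. The difference between the sets had 186 gene names at an unadjusted p under 0.05 in a fit without the horse as a block, and 100 of 100 splits gave as many (median 770). The sets at T1 had 715, and 39 of 100 splits gave as many, so that chance can not be excluded for these comparisons. With scan day as a block, 82.0% of the validation calls were still called in the same direction, which argues against scan day as the whole cause of that change.

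Lists of blood cell markers were tested for a change in the mix of cells between T0 and T1. The genes of the lists are expressed in blood, *OLFM4* of the immature neutrophil granule list is also among the 5 largest rises, and none of the lists was picked from these arrays. In the validation set the neutrophil list had a median log2 fold change of 1.06 (8 of 8 genes higher, adjusted fry p = 1.93e-06 in limma), the immature neutrophil granule list 3.23 (5 of 6, 1.91e-06), the T cell list -1.32 (11 of 11 lower, 2.85e-06), the B cell list -1.31 (8 of 8 lower, 0.00222), the NK cell list -1.04 (7 of 8 lower, 0.000134), the monocyte list 0.96 (6 of 8 higher, 2.84e-05), the platelet list 0.45 (4 of 4 higher, 0.122) and the erythroid list 0.50 (3 of 3 higher, 0.0487). In the experimental set the medians were 1.16 (adjusted fry p = 0.105 in limma), 3.32 (0.015), -1.24 (0.0285), -0.87 (0.0681), -1.45 (0.0285), 1.01 (0.015), 0.68 (0.015) and 0.98 (0.262), in the same order. With camera and an estimated correlation, the neutrophil, immature neutrophil granule and T cell lists of the validation set and the immature neutrophil granule list of the experimental set had a p under 0.05. Of the 4 lists for which a direction was predicted, all 4 passed in the validation set and 2 in the experimental set, where the neutrophil and B cell lists did not pass. The values are consistent with a larger share of neutrophil RNA and a smaller share of lymphocyte RNA at T1 in the validation set (4 of 4 lists). Marker RNA alone cannot tell this from a change within cells, in either set. In the experimental set (2 of 4) the outcome also depended on each of the 3 horses and on the fit. Of the 5 lists that passed there, all 5 were lost without horse 2 and without horse 41, and 3 without horse 32. With no replicate block, a fit that is not paired, all 4 lists with a predicted direction passed (adjusted fry p of 0.0491 or lower in limma). Cell counts of these horses were not among the files.

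A lower share of lymphocyte RNA might also lower the OXPHOS genes. Across the 13 validation horses at T1, the OXPHOS score was lower where the T cell score was higher (r = -0.723, permutation p = 0.00525; rho = -0.648, permutation p = 0.0194), the opposite of what a loss of lymphocytes alone would give. This relation rested on 2 horses, 21 and 24, without which r was -0.316. After the scan-day means were removed r was -0.184 (permutation p = 0.546). Each of these 2 horses was alone on its scan day among the 13. Removing the means therefore took both out again and is no separate test. The share of lymphocyte RNA and other causes cannot be told apart here. The r of the neutrophil with the OXPHOS score was 0.469 (permutation p = 0.107).

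The 11 OXPHOS genes had in the validation set a median log2 fold change of -0.33, with 11 of 11 lower (fry p = 0.00385 in limma), a camera p of 0.0141 with the preset and of 0.312 with the estimated correlation, and 4 genes passed over all genes tested and 5 when adjusted over the list alone. *SAA1* was well above background on none of the T0 and all 3 of the T1 arrays of the experimental set, a rise of at least 8.93-fold (adjusted p = 0.0152 in limma). The call was lost under normexp background correction (adjusted p = 0.0763), the series values (0.0876), no filter (0.119), all 26 arrays (0.0507) and without horse 2 (0.111) or horse 32 (0.0913), a range of 4.48e-09 to 0.119 over the alternatives. It also passed as a rise in the validation set (adjusted p = 0.000564), with 3 of 7 arrays well above background at T0 and 12 of 13 at T1. Of the named genes, 30 passed over all genes tested in the validation set and 31 when adjusted over the list alone, which is not independent evidence where the paper chose them on these horses. *HSF1* had a log2 fold change of -0.21 in the experimental set (adjusted p = 0.692).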
